# Limited conservation in cross-species comparison of GLK transcription factor binding suggested wide-spread cistrome divergence

**DOI:** 10.1038/s41467-022-35438-4

**Published:** 2022-12-09

**Authors:** Xiaoyu Tu, Sibo Ren, Wei Shen, Jianjian Li, Yuxiang Li, Chuanshun Li, Yangmeihui Li, Zhanxiang Zong, Weibo Xie, Donald Grierson, Zhangjun Fei, Jim Giovannoni, Pinghua Li, Silin Zhong

**Keywords:** Gene regulation, Gene expression, Plant evolution, Evolutionary genetics

## Abstract

Non-coding *cis*-regulatory variants in animal genomes are an important driving force in the evolution of transcription regulation and phenotype diversity. However, cistrome dynamics in plants remain largely underexplored. Here, we compare the binding of GOLDEN2-LIKE (GLK) transcription factors in tomato, tobacco, *Arabidopsis*, maize and rice. Although the function of GLKs is conserved, most of their binding sites are species-specific. Conserved binding sites are often found near photosynthetic genes dependent on GLK for expression, but sites near non-differentially expressed genes in the *glk* mutant are nevertheless under purifying selection. The binding sites’ regulatory potential can be predicted by machine learning model using quantitative genome features and TF co-binding information. Our study show that genome cis-variation caused wide-spread TF binding divergence, and most of the TF binding sites are genetically redundant. This poses a major challenge for interpreting the effect of individual sites and highlights the importance of quantitatively measuring TF occupancy.

## Abstract (web summary)

Unlike microbes and mammals, cistrome dynamics in plants remains unclear. Here, using GOLDEN2-LIKE (GLK) transcription factor as an example, the authors find that most GLK binding sites are species-specific and the binding divergence is caused by cis-variations through inter-species transformation experiment.

## Introduction

Transcription factor (TF) binding to *cis*-regulatory elements is crucial to gene regulation. The genome-wide map of all these regulatory interactions is often referred to as the cistrome. Its dynamics enabled species and individuals with similar genes to generate different transcriptional programs and, as a consequence, different phenotypes, and contributed greatly to species’ adaptive and phenotypic plasticity^1–3^. With the help of a wide range of high-throughput sequencing techniques, such as SELEX-seq, ATAC-seq, DAP-seq, and ChIP-seq^4–6^, it is now possible to map TF binding or identify its footprint genome-wide, which gave rise to a series of cross-species TF comparisons in yeast and animal models. These studies have shown that homologous TFs with conserved biological functions shared very few binding sites in different species. For example, a pioneer study found that a pseudohyphal development-related TF binds only ~20% of the same target genes in comparison among three *Saccharomyces sensu stricto* species^7^. ChIP-seq of two conserved hepatic bZIP and HB TFs in the liver tissues of five vertebrates (human, mouse, dog, opossum, and chicken) also found that <10% of the binding sites are conserved^8^. The recent large-scale TF analysis conducted by the ENCODE projects also found a low degree of conservation of TF footprints between humans and mice^9,10^, suggesting that the animal cistrome is highly dynamic during evolution.

To measure the impact of TF binding on transcription, exhaustive ChIP-chip experiments have been performed in yeast to identify the binding sites of all known TFs^11–13^. Surprisingly, it was found that many most TF-binding sites have no apparent transcriptional effect. Further studies in higher eukaryotes with large genomes have confirmed that TFs can bind to an unexpectedly large number of sites and most of them appear to have little impact on the nearby gene transcription, suggesting high redundancy and system robustness of the transcription regulatory network^9,14–18^. Interestingly, the conserved TF-binding sites identified in the cross-species comparisons often have the strongest impacts on nearby gene expression^8,19^. In addition, TF-binding sites with strong regulatory potential are often located in super-enhancer regions, which are genome hotspots targeted by multiple co-binding TFs^15^. Therefore, it has been suggested that multiple TFs jointly contribute to the transcription output in a quantitative manner. Individual TF-binding sites may be insufficient to explain transcription, and a cluster of binding sites in the enhancer is key to achieving a precise and robust transcription regulation in the mammalian genome^20^.

Despite the wealth of data from animal and yeast models, the modes of cistrome evolution and their relative importance in plants remain underexplored. To study this, one could compare the binding of a well-known TF with conserved biological function in multiple plant species. Photosynthesis is arguably one of the most important and conserved biological processes in plants, and GOLDEN2-LIKE (GLK) TFs are well-known transcription activators controlling chloroplast biogenesis and development^21^. Sub-functionalization of GLKs in monocots such as rice and maize has been reported^22^. They also play a role in fruit development, where GLK1 is switched off, and the GLK2 adapts a latitudinal gradient expression pattern resulting in uneven coloration of the fruit tissue^23,24^. Two redundant copies of *GLK* exist in most diploid angiosperm genomes that have been sequenced to date^25^. Their double loss-of-function mutants in *Arabidopsis*, tomato, and rice showed a pale-green leaf phenotype and down-regulation of photosynthesis genes^21,23,26^. Except for a few well-known target genes, the genome-wide binding profiles of GLKs have yet been determined, which makes it an ideal candidate for a cross-species cistrome comparison.

In this study, we use ChIP-seq to map the GLK-binding sites in five representative plant species and find that most of the GLK-bound genes are species-specific. The conserved GLK-bound genes are often associated with photosynthetic function, and their expression is more susceptible to the GLK mutation. Our results reveal widespread cistrome divergence during plant evolution and the redundant nature of plant TF-binding sites.

## Results

### Genome-wide identification of GLK binding

To study how plant cistrome evolves, we used ChIP-seq to determine the binding sites of GLK1 and GLK2 in the leaf tissue samples from *Arabidopsis* (*A. thaliana*), tobacco (*Nicotiana benthamiana*), rice (*Oryza sativa*), and maize (*Zea may*), as well as the leaf and immature green fruit tissues of tomato (*Solanum lycopersicum*) (Fig. 1 and Supplementary Table 1). These five species were chosen because they could be transformed to express TF fused with an epitope tag and have reference genomes for data analysis. 

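The data analysed here are the ChIP-seq peak lists of 20 leaf libraries, with 2 biological replicates of GLK1 and of GLK2 in each of the 5 species. In ChIP-seq, chromatin is cross-linked, an epitope tag on the TF is used to pull down the DNA it is bound to, and regions where that DNA is enriched over a control are called as peaks. The GLKs carried a GFP tag in Arabidopsis and tomato, an HA tag in tobacco and rice and a biotin tag in maize (Supplementary Table 1). The sample labels differ from this in a few places. They name an anti-HA antibody for tomato GLK1 replicate 1 and both anti-GFP and anti-HA antibodies for tomato GLK2 replicate 2, and they name the tobacco genes by identifiers of another gene set. The series description gives transient expression in every species, where the paper reports transgenic Arabidopsis, tomato and rice plants. Libraries were assigned by species, TF and replicate, which are the same in the labels and the paper. The Reporting Summary gives, in M (1e6) reads per sample, 5 to 20 for Arabidopsis, 10 to 15 for tobacco, 20 to 30 for tomato, 4 to 8 for rice and 30 to 40 for maize. A peak list holds no read counts, so the depth of a single library is unknown. The authors mapped the reads with Bowtie 2 to TAIR10, N. benthamiana version 2.5.1, SL4.0, MSU7.0 and RefGen_v4, removed duplicates and reads of low mapping quality with SAMtools, and called peaks for each library alone with MACS2 against a control. Which control this was, and whether reads were subsampled before the call, is not stated, which limits what the fold changes and list lengths mean. Each list holds 150 bp windows centred on the summits, with the fold change over the control at the summit and the −log10 of the p and q values. All fold changes given here are these deposited values. They rank or describe peaks within their own list, except where libraries are correlated or set side by side at a locus. The lists held between 1809 (rice GLK2 replicate 2) and 55771 (tomato GLK2 replicate 1) peaks, with a median of 21707.5. The lowest −log10 q in a list was between 1.30 and 1.34 and the lowest fold change between 1.12 and 3.33, so the lists had been filtered on the q value and on no common fold change. The paper's IDR step was run again from these lists, with overlapping windows of both replicates merged, their fold changes summed per replicate and windows at an IDR of 0.01 or less kept. The paper also applied a fold change limit at the summit whose value its text does not give, and none was applied here. Tomato fruit, ATAC-seq and RNA-seq libraries were not analysed here.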

We used the ENCODE2 ChIP-seq processing pipeline with the MACS2-IDR algorithm^27^ to process the data, and libraries that passed the QC cut-off value (NSC > 1.05, RSC > 0.9, FRiP > 1% and correlation > 0.8) were used for subsequent analysis (Supplementary Data 1).

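The paper's NSC, which sets the read correlation at the fragment length against the background, was between 1.08 and 2.57 over the 20 leaf libraries, its RSC, which sets it against the peak at the read length, between 1.06 and 1.69, and its FRiP, the share of reads in peaks, between 3.48% and 42.9%. The peak lists give a separate view of the replicates. On average over both replicates, the share of summit windows that overlapped a window of the other replicate was 71.1% for GLK1 and 73.5% for GLK2 in Arabidopsis, 69.9% and 55.9% in tobacco, 67.7% and 72.1% in tomato, 55.0% and 45.6% in rice, and 57.3% and 62.3% in maize. After the summits were shifted along their sequences at random 100 times, between 0.159% and 5.33% still overlapped. The 1000 strongest peaks were found again more often. In 9 of the 10 pairs of replicates, between 91.3% and 100% of them had a partner. In rice GLK2 the share was 67% for replicate 1 and 81.9% for replicate 2, whose lists of 6168 and 1809 peaks were the most unequal in length. Of the alternatives tried, pairing only summits within 75 bp moved these values most, to 55.1% and 56.6% in Arabidopsis for example. Both replicates placed a paired summit a median of 25 to 50 bp apart. In maize, the shares also cover mitochondrial peaks, 663 and 618 of them in both GLK1 lists. At an IDR of 0.01, 1686 GLK1 and 2023 GLK2 peaks remained in Arabidopsis, 5789 and 4418 in tobacco, 985 and 116 in rice, and 1327 and 1540 in maize. For rice GLK2, merging gave only 1245 windows to begin with, a number limited by the short list of replicate 2. The share of these windows that the IDR fit took as reproducible, 0.229, was also the lowest of the 10 pairs. The short list alone is therefore not shown to explain the 116 peaks.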

**Fig. 1:**
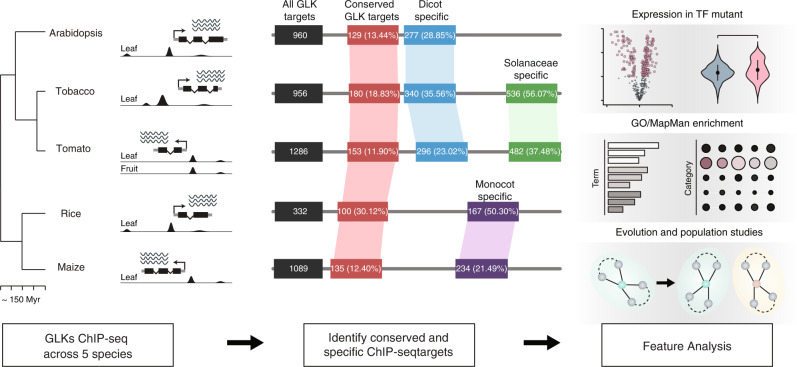
Divergence of GLK TF binding during plant evolution. ChIP-seq is used to determine the binding of GLK1 and GLK2 in the *Arabidopsis*, tobacco, tomato, rice, and maize genomes. The conserved and specific GLK ChIP-seq target genes are identified, and their features were investigated.

GLK is considered as a conserved transcriptional activator controlling photosynthesis and chloroplast development. We first checked some well-known photosynthesis-related genes known to be regulated by the *Arabidopsis* GLKs, such as the chlorophyll-binding proteins *LIGHT HARVESTING COMPLEX A/B* (*LHCA/B*) and those encoding subunits of photosystem I/II. We found that these genes and their homologs in the other four species all have 5’ end proximal GLK1 and GLK2 ChIP-seq peaks (Fig. 2a). They also overlap with the ATAC-seq peaks (Fig. 2a), suggesting that GLKs bind to open chromatin regions in their gene promoter. 

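The strongest summits at the genes plotted in Fig. 2a were read from all 4 libraries of each species. LHCB1.3 of Arabidopsis (AT1G29930, CAB1) lies on chromosome 1 of TAIR10 from 10477885 to 10479114 on the plus strand. Its summit was at 10477828 in GLK1 replicate 1, 57 bp upstream of the transcriptional start site, and the reference sequence from 10477798 to 10477858 around it is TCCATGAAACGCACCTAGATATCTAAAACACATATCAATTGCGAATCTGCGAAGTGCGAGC. The fold change was 210.2 and 181 in the GLK1 replicates and 93.6 and 88.6 in the GLK2 replicates, and this peak ranked first in each of these lists, as it does for GLK1 in Supplementary Data 2. The tobacco NbPSBP summit on chromosome 15 at 65342516 had fold changes of 62.8 and 82.7 for GLK1 and 98.96 and 122.7 for GLK2, with ranks of 312 and 239, and of 131 and 167. SlPSBP1 of tomato on chromosome 7 had its summit at 57805404, with fold changes between 233 and 271 in the 4 libraries and ranks of 57, 43, 90 and 80. At OsPSAP of rice on chromosome 7, with the summit at 16743525, the fold change was 131 and 121 for GLK1 and 128 for GLK2 replicate 1. It was 38.3 in GLK2 replicate 2, where the peak ranked 44th of 1809. At ZmLHCA3 of maize on chromosome 9, the summit at 105957393 had fold changes of 113 and 132 for GLK1 and 96.4 and 59.7 for GLK2, with ranks between 27 and 80. The distance of the tobacco, tomato, rice and maize summits from their genes was not analysed here, because no annotation of these genomes was used.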

In total, we identified 960, 1286, 956, 332, and 1089 genes with GLK binding in proximal promoters in *Arabidopsis*, tomato, tobacco, rice, and maize, respectively (Fig. 1, Supplementary Data 2–6).

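For Arabidopsis, the target genes were counted again from the peaks at an IDR of 0.01, using the RefSeq annotation of the TAIR10 sequence. Of 27444 protein-coding genes on the nuclear chromosomes, 684 had a summit of GLK1 and of GLK2 within 1.5 kb upstream of their transcriptional start site. GLK1 summits alone gave 991 genes, GLK2 summits 1163, and either TF 1470. Of the GLK1 and of the GLK2 peaks, 52.7% had their summit in such a promoter, where these promoters cover 30.9% of the genome. The number depended most on the replicate rule. Without the IDR step, with any window overlapping one in the other replicate, 4489 genes had both TFs. Leaving out GLK1 replicate 1 gave 1119 genes and leaving out GLK1 replicate 2 gave 1123, since the remaining list then enters without the IDR step. Summits inside a gene do not count under this rule, although those of the paper's targets LHCA1, HEMA1 and CHLH lie there in this annotation. With 500 bp downstream of the start site included, 929 genes had both TFs, with genes of all types 837 and with promoters of 1 kb 528. Target genes of the other 4 species were not counted, because no annotation of their genomes was used.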

**Fig. 2:**
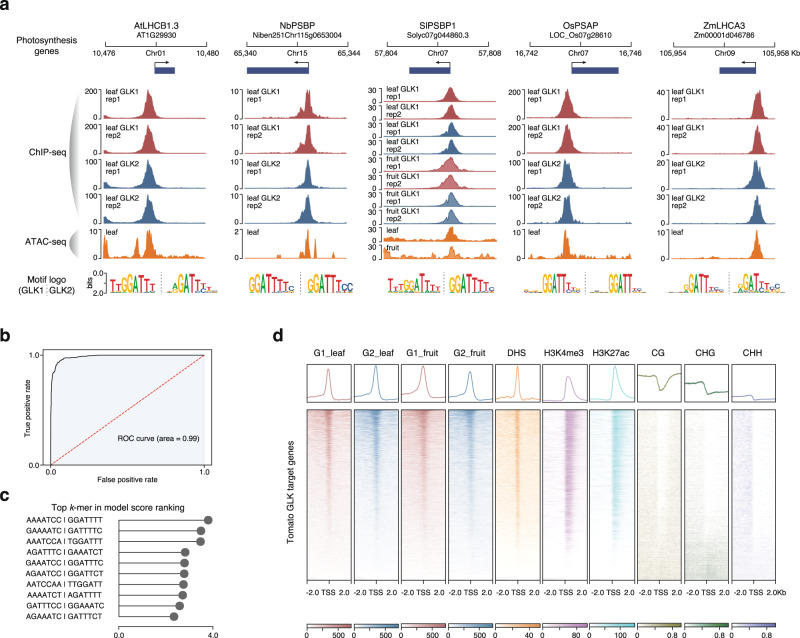
GLK targets identified by ChIP-seq. **a** Genome browser tracks showing GLK1 and GLK2 ChIP-seq peaks, as well as open chromatin regions (ATAC-seq) in the photosynthesis gene loci. The motif enrichment results for each GLK are shown below. **b** AtGLK1 bag-of-*k*-mers machine learning model ROC curve. **c** Top 10 scoring *k*-mers in the AtGLK1 model. **d** Heatmap and average signal plot showing the tomato epigenome features near the GLK binding sites. Clustering is performed using the leaf GLK1 ChIP-seq signal. From left to right, GLK1 ChIP-seq in leaf, GLK2 ChIP-seq in leaf, GLK1 ChIP-seq in fruit, GLK2 ChIP-seq in fruit, chromatin accessibility DNase-seq signal, H3K4me3, H3K27ac, DNA methylation at CG, CHG and CHH sites. Regions 2 kb up and downstream of the gene transcriptional start sites are shown. Source data are provided as a Source Data file.

Previous motif enrichment and protein-binding microarray analyses of *Arabidopsis* GLK have shown that its target genes often contain the GATTCC or RGATTYYY motif upstream of their transcriptional start site^28^. We extracted the sequences of the GLK ChIP-seq peak summit regions and performed motif enrichment analysis. 

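In Arabidopsis, 41.1% of the 1686 GLK1 summit windows of 150 bp held RGATTYY on either strand (95% Wilson interval 38.8 to 43.5), against 25.0% of 3372 windows 1 kb to either side of the same summits (23.6 to 26.5). The odds ratio was 2.09 (two-sided Fisher's exact test, p = 4.1e-31). For GLK2 the shares were 43.0% (40.9 to 45.2) and 24.6% (23.3 to 25.9), with an odds ratio of 2.32 (Fisher's exact test, p = 1.3e-47). These intervals cover counting error only. Matches were denser near the summit than further away. GLK1 peaks had 4.45 matches per kb within 15 bp of it, 4.09 between 15 and 30 bp and 3.64 between 30 and 45 bp. GLK2 peaks had 4.12, 4.33 and 4.07 in the same bins, with no steady fall, and at 500 to 1000 bp both had less (1.96 and 1.97). The share also followed the strength of the peak, from 30.1% of the GLK1 peaks below the lower quartile of fold change to 55.7% above the upper quartile, and from 33.2% to 57.3% for GLK2. The odds ratio moved most, as a ratio, with only the list of 1 replicate and no IDR step, to between 1.10 and 1.23. The filter on a fold change and a −log10 q of at least 5 raised it to 3.56 for GLK1 and 4.24 for GLK2. The windows of the LHCB1.3 and CRY1 summits held no exact RGATTYY, and 48.6% of the GLK1 and 49.5% of the GLK2 windows held neither RGATTYY nor the G-box core CACGTG. Motifs of the other 4 species were not analysed here, because no sequence of their genomes was used.

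**Figure D1:**
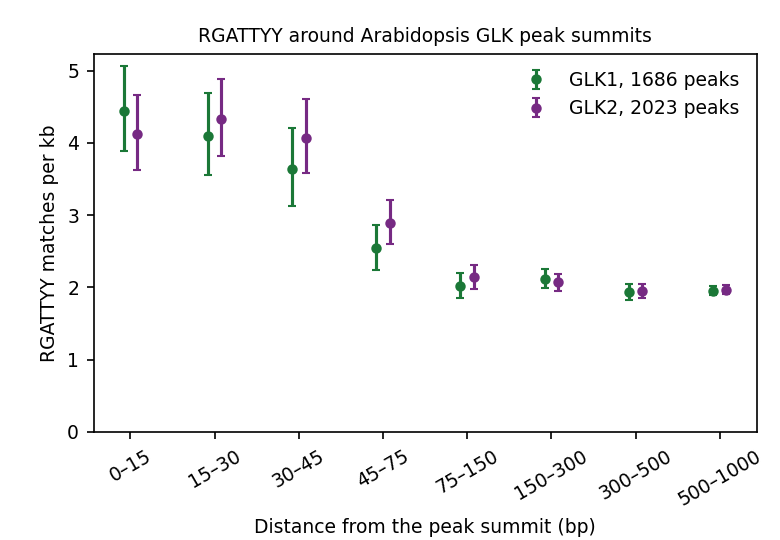
Matches of RGATTYY per kb (vertical axis) in Arabidopsis by distance from the peak summit in bp (horizontal axis, unequal bins), for 1686 GLK1 peaks and 2023 GLK2 peaks at an IDR of 0.01. Points are counts over all peaks and bars their 95% Poisson intervals, which cover counting error only. GLK1 falls from 4.45 matches per kb within 15 bp of the summit to 2.02 between 75 and 150 bp.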

The results showed that the RGATTYY core motif is indeed enriched in the GLK-binding sites in all five species (Fig. 2a, Supplementary Data 7). It should be noted that the presence of a motif is a necessary, but not sufficient condition for TF binding. Features such as DNA conformation could affect TF binding in vitro, whereas DNA cytosine methylation, histone modifications, chromatin accessibility, and co-binding of other TFs may further complicate TF binding in vivo. Therefore, the number of motifs in a genome often far exceeds the number of actual binding sites^29^. In the case of GLK, there are over two million GLK motif matches (HOMER score > 6) and four hundred thousand GATTCC perfect matches in the maize genome. To overcome the limitation of motif search, machine learning models based on natural language processing have been developed to distinguish the TF bound and unbound regions^30^. One advantage of these models is that it is an ensemble of black boxes that consider multiple short sequences inside the ChIP-seq peaks, which could include motifs of the TF and its co-binding factors or other sequences that influence DNA conformation or epigenome. Such machine-learning tools have already been applied to generate accurate classifier models for 104 maize TFs^6,30^.

Hence, we used the *k*-mer grammar tool to train machine-learning classifiers to differentiate DNA sequences in GLK-bound regions and the background, which are ATAC-seq regions without GLK binding. The result showed that the *k*-mer models can indeed predict GLK binding in five species with high accuracy (Fig. 2b; Supplementary Data 8 and Supplementary Fig. 1). We also extracted the top 10 *k*-mers in these models and found that they often match the GLK core binding motif RGATTYY (Fig. 2c and Supplementary Data 9). For example, the AtGLK1 model has an area under the receiver operating characteristic (ROC) curve of 0.99, an accuracy score of 0.94, and the highest-ranking *k*-mer is GGATTTT (Fig. 2b, c). Such high accuracy suggests that these models could capture both the recognition motif and hidden sequence information in the surrounding region that contribute to TF-binding specificity.

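The summit windows of the Arabidopsis lists were also searched for enriched 7-mers, ranked by the z score of the difference between the share of peak windows and of windows beside them that hold a 7-mer on either strand. This is a count of single words and not the classifier of the paper, whose background was open chromatin without GLK binding. GGATTTT was in 9.79% of the GLK1 windows and 3.83% of the windows beside them, and ranked 22nd of 8162 7-mers. In GLK2 it was in 9.34% and 4.10% and ranked 27th of 8166. None of the 10 highest-ranking 7-mers of GLK1 or of GLK2 held GATT. Both lists were led by ACACGTG, found in 11.7% of the GLK1 windows against 0.979% beside them and in 8.95% of the GLK2 windows against 0.964%. It holds CACGTG, the core of the G-box, an element bound by bZIP and bHLH TFs. Of the top 10, 5 were the same for both TFs.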

To understand the chromatin environment surrounding the GLK-binding sites, we clustered tomato GLKs ChIP-seq signals centered on the gene transcriptional start sites (TSS) together with different epigenetic features, such as chromatin accessibility, DNA methylation, and histone modifications (Fig. 2d). The GLK-binding regions display typical active chromatin signatures such as high chromatin accessibility and active histone marks H3K4me3 and H3K27ac usually marking promoter and enhancer regions. They also showed low DNA methylation in CG, CHG, and CHH contexts that are often associated with TF-binding sites.

Previous genetic studies showed that the two GLK genes are functionally redundant^21,23,31^. Consistently, we observed that the GLK1 and GLK2 ChIP-seq peaks overlap in promoters of photosynthetic genes (Fig. 2a). 

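At the genes of Fig. 2a, the highest GLK1 and GLK2 summits were 4 bp apart in replicate 1 and 7 bp in replicate 2 at LHCB1.3 of Arabidopsis, 4 and 35 bp at NbPSBP of tobacco, 40 and 16 bp at SlPSBP1 of tomato, 10 and 15 bp at OsPSAP of rice and 59 and 15 bp at ZmLHCA3 of maize. Replicates of the same TF differed by 1 bp for GLK1 and 2 bp for GLK2 at LHCB1.3, by 10 and 21 bp at NbPSBP, by 19 and 5 bp at SlPSBP1, by 4 and 21 bp at OsPSAP and by 5 and 39 bp at ZmLHCA3. Only at LHCB1.3, and there by a few bp, were the TFs further apart in both replicates than either pair of replicates of the same TF. At NbPSBP this held in replicate 2 only and at SlPSBP1 and ZmLHCA3 in replicate 1 only. At OsPSAP both distances lay between those of the GLK1 and the GLK2 replicates. No test was made on these single loci. All of these distances are shorter than the 150 bp windows.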

The two GLKs have similar motifs and *k*-mer enrichments (Fig. 2a and Supplementary Data 9). Their ChIP-seq signal heatmap also showed the same read distribution patterns (Fig. 2d), suggesting that the two GLKs have the same binding sites. We then compared the 3472 tomato GLK1 and 6562 GLK2 peaks (IDR cut-off 0.01) and found 2815 overlaps. 

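From the deposited tomato leaf lists, the IDR step alone kept 6434 GLK1 and 11244 GLK2 peaks at 0.01. Of these GLK1 peaks, 5036 overlapped a GLK2 peak by 1 bp or more of their 150 bp windows, which is 78.3% (95% Wilson interval 77.2 to 79.3), and 1398 did not. Seen from GLK2, 5052 of the peaks, or 44.9% (44.0 to 45.9), overlapped a GLK1 peak. When the GLK1 windows were shifted at random along the chromosomes, 0.504% overlapped on average and 0.886% at most in 100 shifts. The overlapping summits were a median of 15 bp apart. The list lengths moved with every threshold. With only peaks at a fold change and a −log10 q of at least 5 entering, 3457 GLK1 and 6335 GLK2 peaks passed, 2837 of the GLK1 peaks overlapped GLK2 and 620 did not. The share of overlapping GLK1 peaks moved most when 1 replicate was used without the IDR step, to 20.2% without GLK1 replicate 2 and to 95.8% without GLK2 replicate 2, because the single list is longer. The paper had proposed from the heatmaps in Fig. 2d that both GLKs have the same binding sites, and it sets the number of overlapping peaks beside that proposal.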

Even in the 657 GLK1-only peaks that did not pass the GLK2 IDR cut-off, we could still detect GLK2 ChIP-seq signal, and vice versa (Supplementary Fig. 2). 

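Of the 1398 tomato GLK1 peaks without a GLK2 peak at an IDR of 0.01, 1226 overlapped a deposited GLK2 peak in 1 or both GLK2 libraries, which is 87.7% (95% Wilson interval 85.9 to 89.3). In both GLK2 libraries it was 73.6%. Of the 6192 GLK2-only peaks, 5454, or 88.1% (87.3 to 88.9), overlapped a GLK1 peak in 1 or both GLK1 libraries and 69.3% in both. After random shifts of the windows these shares fell to 2.73% and 2.45%. Here the signal of the other TF means a peak that MACS2 had called in a library of that TF. Reads below that level are not in the lists. With overlap between replicates in place of the IDR step, 52.6% of the GLK1-only and 52.5% of the GLK2-only peaks had such a peak, the lowest of the alternatives tried. In that setting the peaks that the IDR step drops for both TFs are counted too.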

To compare the two SlGLKs quantitatively, we also compared their ChIP-seq read coverages in the union of SlGLK1 and SlGLK2 peaks and found that they are correlated. 

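The fold changes at the summits were compared across the 10332 of 12626 tomato peaks, in the union of both TFs, that had a peak in all 4 libraries. Spearman's rho of the log2 fold change between a GLK1 and a GLK2 library had a median of 0.592 over the 4 pairs (0.571 to 0.613). Between replicates it was 0.862 for GLK1 and 0.935 for GLK2. Every pair of different TFs was below both pairs of replicates. Each of these peaks had passed the IDR step for 1 TF or both, which favours peaks whose strength agrees between replicates of the same TF. Tomato GLK1 was also expressed in the cultivar AC++ and GLK2 in MicroTom (Supplementary Table 1). The gap therefore does not show by itself that the TFs bind differently. Pearson's r had a median of 0.742 between the TFs, and 0.920 and 0.966 between replicates. These values are across peaks of the same libraries, which are not independent replicates, and no p-value is given. The fold change at a summit is not the read coverage that the paper used. Without the IDR step the median rho was 0.660, the largest move among the thresholds tried.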

Similar results were also found in all species we examined (Supplementary Fig. 3). 

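In the other 4 species, the overlap of the peaks and the correlation of their fold changes differed between species. Of the GLK1 peaks at an IDR of 0.01, 1144 overlapped a GLK2 peak in Arabidopsis (67.9%, 95% Wilson interval 65.6 to 70.0), 2861 in tobacco (49.4%, 48.1 to 50.7), 113 in rice (11.5%, 9.63 to 13.6) and 535 in maize (40.3%, 37.7 to 43.0). Of the GLK2 peaks, the overlapping share was 56.7%, 64.8%, 97.4% and 34.8%. In rice the IDR step kept only 116 GLK2 peaks, so that most GLK1 peaks could have no partner. In maize, 428 of the 792 GLK1-only peaks lay on the mitochondrial sequence, and without organelle sequences the GLK1 share was 63.1%. Random shifts left at most 0.830% of the GLK1 peaks with an overlap in any of these species. Spearman's rho between GLK1 and GLK2 libraries had a median of 0.587 in Arabidopsis over 2305 peaks, 0.479 in tobacco over 5688, 0.7498 in rice over 399 and 0.255 in maize over 1123. Replicates of the same TF gave 0.906 for GLK1 and 0.899 for GLK2 in Arabidopsis, 0.919 and 0.765 in tobacco, 0.894 and 0.785 in rice, and 0.757 and 0.810 in maize. The highest rho between TFs was 0.782 in rice, just under the 0.785 of the GLK2 replicates, while in the remaining species every pair of TFs was well below both pairs of replicates. As in tomato, the IDR step favours peaks that agree between replicates of the same TF, which may widen this gap. Without that step the gap closed in Arabidopsis and rice but not in tobacco and maize, although over different windows. Maize was also the species in which rho moved most, to 0.514 without GLK1 replicate 1 and down to 0.184 when peaks in 1 or more replicates of each TF were taken. Of the peaks of 1 TF only, a library of the other TF had a peak at 97.4% of the GLK1-only and 94.4% of the GLK2-only peaks in Arabidopsis, at 92.9% and 68.6% in tobacco, at 51.1% and at 2 of 3 peaks in rice, and at 44.7% and 68.0% in maize.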

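Peaks shared by GLK1 and GLK2 were set against peaks of 1 TF only by the difference in median log2 fold change within each library. In tomato the shared peaks were higher by 0.73 and 0.65 in the GLK1 replicates (medians of 19.7 against 11.8 and of 13.2 against 8.38 in fold change) and by 1.02 and 1.01 in the GLK2 replicates. The difference was 0.53 and 0.51 for GLK1 and 0.46 and 0.44 for GLK2 in Arabidopsis, 0.86 and 0.87 for GLK1 and 0.56 and 0.57 for GLK2 in tobacco, 2.09 and 2.08 for rice GLK1, and 0.34 for GLK1 replicate 1 and 0.51 and 0.64 for GLK2 in maize. A two-sided permutation test gave p = 1e-05 for each of these 17 libraries, the smallest that 100000 resamples can give. Whether a peak is shared depends on the IDR step of the other TF, which ranks by fold change. Since the fold changes of both TFs were correlated, the grouping itself favours stronger shared peaks, and the test is no separate support. Both replicates of a TF were tested on the same groups, so the 17 results are not independent. Leaving out a replicate, which puts the other one in without the IDR step, kept the direction in all 17, but the size moved. Without the other replicate of the same TF the difference rose to 1.19 and 1.10 for GLK1 and 1.31 and 1.28 for GLK2 in Arabidopsis, 1.48, 1.52, 1.39 and 1.46 in tobacco, 1.33, 0.99, 1.84 and 1.81 in tomato, 3.26 and 3.08 for rice GLK1, 1.43 for maize GLK1 replicate 1 and 2.09 and 1.36 for maize GLK2. Without a replicate of the other TF it moved most for rice GLK1, to 0.50 and 0.46 without GLK2 replicate 1 and to 0.38 and 0.29 without GLK2 replicate 2. For maize GLK1 replicate 1 it fell to 0.11 without either GLK2 replicate (permutation test, p = 0.0184 and 0.0196). It was between 0.34 and 0.84 in Arabidopsis (highest without GLK1 replicate 2), 0.39 and 0.49 in tobacco, 0.45 and 0.59 in tomato and 0.25 and 0.45 for maize GLK2. In maize GLK1 replicate 2 the difference was 0.13 (permutation test, p = 0.0322, and 0.0358 after Benjamini-Hochberg adjustment over the 20 libraries). It became −0.36 when either GLK2 replicate was left out, 1.16 without GLK1 replicate 1 and 0.53 without the organelle sequences. For rice GLK2, with only 3 peaks not shared, it was 1.17 and 1.29 (exact permutation test, p = 0.15 and 0.089), and 1.26 and 0.68 when the other GLK2 replicate was left out (permutation test, p = 1e-05). In Arabidopsis, where the sequence could be searched, RGATTYY was in 44.2% of the shared GLK1 windows, in 34.5% of the GLK1-only windows against 23.4% beside them (two-sided Fisher's exact test, p = 2.9e-06) and in 40.7% of the GLK2-only windows against 24.3% (p = 1.8e-17). Shared and GLK1-only windows differed in that share (Fisher's exact test, p = 0.000166), and for GLK2 the difference did not pass 0.05 (p = 0.0699). The core GATT alone was in 88.9% of the GLK1-only windows and 83.6% of the windows beside them (odds ratio 1.58, Fisher's exact test, p = 0.0037) and in 86.7% and 83.2% for GLK2-only (odds ratio 1.32, Fisher's exact test, p = 0.0193).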

Motif enrichment analysis for those GLK1 and GLK2 only peaks showed that they have the GATT core motif (Supplementary Fig. 4), suggesting that the non-overlaps peaks are weaker than the overlapped ones, and we can conclude that the two GLKs have the same binding profile.

### Conserved GLK targets in photosynthesis-related processes

To understand the function of GLK as a transcription regulator, we examined the GO-term and MAPMAN annotation of its ChIP-seq target genes and performed enrichment analysis. Strikingly, we found that GLKs can bind to most of the nucleus-encoded genes in the chloroplast photosynthetic electron transfer chain, photosystems I and II in particular (Fig. 3a and Supplementary Data 10), as well as genes in the chlorophyll biosynthesis pathways (Fig. 3b and Supplementary Data 11). 

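The source data of Fig. 3b give a GLK signal for each gene of the chlorophyll pathway, and these values were found again in the lists as the mean over both GLK1 replicates of the summed fold change of the merged windows (relative tolerance 1e-05). In Arabidopsis all 11 values belonged to 1 peak each, every one passed an IDR of 0.01, and each had a peak in both GLK2 libraries. Their fold change in GLK1 replicate 1 was between 6.45 and 77.9, with a median of 28.7, where the whole list has a median of 3.04. In tobacco 15 of 17 values matched 1 peak, in tomato all 20 (16 different peaks), in rice 9 of 12 (8 peaks) and in maize all 10. All of these peaks had a partner in both GLK2 libraries, and all passed an IDR of 0.01 in tobacco and tomato, 7 in rice and 8 in maize. The gene of the magnesium chelatase subunit CHLH was bound in each species. In Arabidopsis (GUN5, AT5G13630, chromosome 5, 4387307 to 4392429, minus strand) its summit at 4392371 was 58 bp inside the gene, with fold changes of 77.9 and 65.1 for GLK1 and 47.1 and 44.9 for GLK2. The CHLH summits of the other species were at 56642664 on chromosome 5 of tobacco (fold change 68.8 in GLK1 replicate 1), at 6071332 on chromosome 4 of tomato (221), at 11712062 on chromosome 3 of rice (340.2, the third strongest of 23003 peaks) and at 148764476 on chromosome 10 of maize (37.6). In Arabidopsis the GLK1 replicate 1 fold change was 13.0 at HEME1 (AT3G14930), 8.95 at PPOX (AT4G01690), 26.3 at GUN4 (AT3G59400), 29.8 at CHLM (AT4G25080), 28.7 at CRD1 (AT3G56940), 49.8 at PORB (AT4G27440), 24.6 at PORC (AT1G03630) and 43.8 at CH1 (AT1G44446). By fold change at the summit, the weakest Arabidopsis peak of the pathway in GLK1 was that of PORA (AT5G54190), while by the signal of Fig. 3b it was that of PPOX. PORA had fold changes of 6.45 and 8.25 for GLK1 and 14.4 and 11.5 for GLK2 and ranks of 1374 and 553, and 185 and 243.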

Besides that, GLK might also play an indirect role in both chloroplast and nucleus transcription, as they consistently bind to pentatricopeptide (PPR) and tetratricopeptide repeat (TPR) protein-coding genes controlling organelle RNA processing^32^, as well as CONSTANS/B-BOX TF genes controlling photoperiod in all five species (Fig. 3c and Supplementary Data 2–6)^33,34^.

**Fig. 3:**
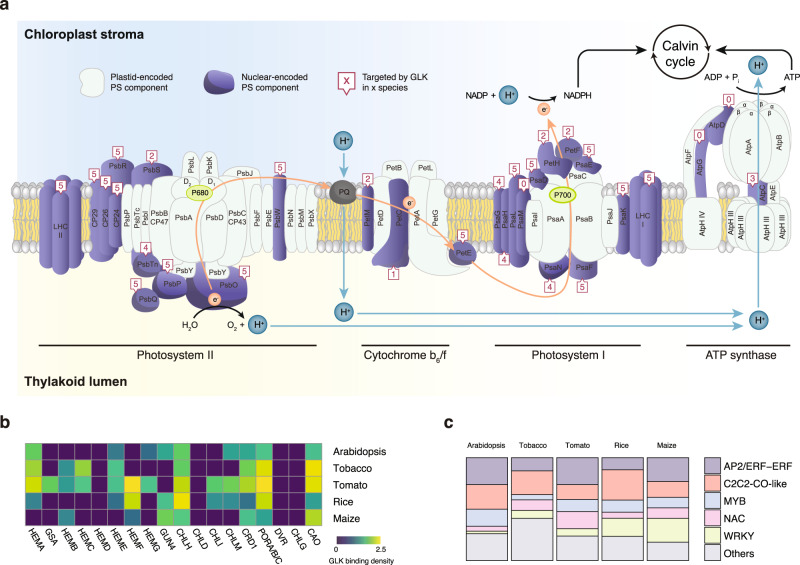
Conserved GLK ChIP-seq target genes. **a** Diagram of the photosynthesis electron transfer chain. Components encoded in the nucleus are highlighted in purple. The number inside the boxes indicates the number of species, in which the gene is bounded by GLKs. For the tomato data, only leaf GLK target genes are used. **b** Heatmap showing genes in the chlorophyll biosynthesis pathway and their GLK ChIP-seq signal (−log(foldchange)). **c** Bar chart showing the percentage of conserved TF genes bound by GLK. Source data are provided as a Source Data file.

Besides those conserved GLK ChIP-seq target genes, we also found species-specific ones. For example, GLKs only bind to genes encoding PSII subunit S (PsbS) in tomato and rice, while *CHLOROPLAST IMPORT APPARATUS 2* (*CIA2*) is bound by GLKs in *Arabidopsis* and tobacco (Fig. 3a and Supplementary Fig. 5). However, it should be noted that ChIP-seq could identify TF binding sites of a wide range of binding strengths. Such qualitative analysis of ChIP-seq peaks, which label a region as bound or unbound, is known to have limitations^35,36^. For example, weak binding sites are prone to be mischaracterized in a cross-species comparison under different ChIP-seq enrichment and peak caller detection threshold. 

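CIA2 (AT5G57180) lies on chromosome 5 of TAIR10 from 23167774 to 23171025 on the plus strand. Its GLK1 summit was at 23167723 in replicate 1, 51 bp upstream of the start site, and the reference around it from 23167693 to 23167753 reads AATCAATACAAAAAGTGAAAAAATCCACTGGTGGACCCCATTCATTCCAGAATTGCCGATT. A match of RGATTYY, read on the minus strand from 23167718 to 23167712, lies 8 bp from this summit. Its fold change was 10.1 and 11.0 for GLK1 and 8.42 and 8.90 for GLK2, which placed the peak 525th and 347th, and 515th and 404th, in its lists. The PsbS gene (NPQ4, AT1G44575) lies on chromosome 1 from 16870221 to 16873427 on the plus strand. None of the 4 Arabidopsis libraries had a summit within 1.5 kb upstream of its start site, although the lists go down to a fold change of 1.12. The PsbS gene itself was not searched, although the summits of CHLH, LHCA1 and HEMA1 lie inside their genes. A peak there is therefore not ruled out. A peak below the authors' q value threshold would not be seen here. PsbS and CIA2 of the other species were not analysed, since the tables used here pair them with no position.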

To compare GLK binding quantitatively between two species, we have calculated the ChIP-seq read counts in the promoter of their homologous gene pairs. The conserved GLK target gene pairs have high ChIP-seq signal in both species, while the species-specific ones only have a high ChIP-seq signal in one species (Supplementary Fig. 6). In summary, our data suggest that although the overall function of GLK is conserved, its binding has diverged during the long evolution time that separated these species.

GO-term enrichment analysis showed that the GLK-bound genes in each species were indeed enriched for photosynthetic terms such as response to light stimulus (GO:0009416) and light harvesting (GO:0009768) (Fig. 4a). We also used the MAPMAN annotation to assign GLK ChIP-seq targets into different functional categories (Fig. 4b). The photosynthesis category is most enriched, even though they only account for ~10% of the ChIP-seq targets in each species. Although more GLK ChIP-seq targets were assigned to other non-photosynthesis categories, none of them were significantly enriched. This could suggest that GLKs bind to photosynthesis-related genes in the ancestral plant, and those binding sites are under strong negative selection, while the non-conserved sites have been gained or lost during evolution.

**Fig. 4:**
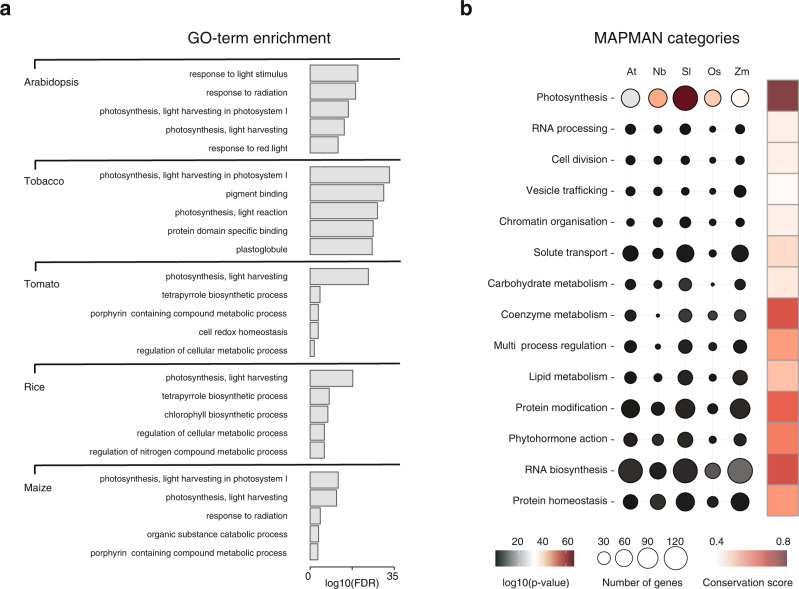
Functional annotation of GLK ChIP-seq target genes. **a** GO-term enrichment analysis of the GLK ChIP-seq target genes in each species. **b** MAPMAN functional category enrichment analysis (Fisher’s exact, two-sided). The heatmap on the right shows the conservation score for each MAPMAN category. Source data are provided as a Source Data file.

### Most GLK ChIP-seq target genes are species-specific

Among the five species, the eudicots (*Arabidopsis*, tomato, and tobacco) and the monocots (maize and rice) have diverged ~150 MYA. To study how GLK bindings diverged, we used OrthoFinder to assign all GLK-bound genes in five species into ortholog groups and examined how many common and unique ones could be found in each species. The result showed that very few of them are conserved in all five species. For example, 129, 100, 151, and 205 of the *Arabidopsis* GLK ChIP-seq targets are conserved in 5, 4, 3, and 2 species, respectively. The remaining 375 genes have no ortholog GLK ChIP-seq targets in other species. We also repeated the conservation analysis using gene lists generated by different ENCODE2 peak calling pipelines at various stringencies. If the conservation analysis is affected by false positives or weak binding sites, the conservation rate would increase when a more stringent cut-off is used. However, when the threshold is raised, the number of identified target genes and the conservation rate remained unaffected or declined, suggesting that our analysis is robust (Supplementary Table 2). 

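The number of Arabidopsis target genes was followed over thresholds on the MACS2 lists, which are not the lists of the spp-IDR-TIP pipeline in Supplementary Table 2. At an IDR of 0.05, 1317 genes had a summit of both TFs in their promoter, at 0.01 it was 684, and with the added filter on fold change and −log10 q it was 210. Over the same steps, the number of GLK1 peaks went from 2973 to 1686 and 513, and that of GLK2 peaks from 4256 to 2023 and 466. Taking only the highest summit of each peak region gave 1297 genes. The conservation rate was not computed, since it needs the target genes of all species.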

Interestingly, if we only count the genes assigned to the photosynthesis category by MAPMAN, their conservation rate is over 90% (Supplementary Table 3), suggesting that the selection pressure on GLK binding is more correlated to gene function rather than the binding strength.

### The conserved binding sites have larger transcriptional regulatory potential and stronger ChIP-seq signal

In animals, it has been shown that the recently gained TF-binding sites are often less important than those conserved ones in terms of their potential to regulate gene expression, despite the TF binding motif in those sites are the same^8^. To test this in plants, we performed RNA-seq for the *GLK1/2* double loss-of-function mutant in *Arabidopsis* and tomato, as well as their wild-type leaves as control (Supplementary Data 12, 13). We identified 1105 differentially expressed genes (DEGs) in *Arabidopsis*, while 266 of them are GLK ChIP-seq targets and 75.94% (202/266) of them are down-regulated in the mutant. We then examined the percentage of DEGs in each conservation group (Fig. 5a). We found that over half (70/129) of the genes in the most conserved group 5 are DEGs, while the non-conserved genes have the least amount of DEGs. Motif-enrichment analysis of the conserved and species-specific binding sites confirmed that they all contain the same RGATTYY motif (Supplementary Figs. 7, 8). This pattern was also observed in tomatoes, suggesting that the conserved plant TF-binding sites also have stronger transcription regulatory potential like the animal ones.

**Fig. 5:**
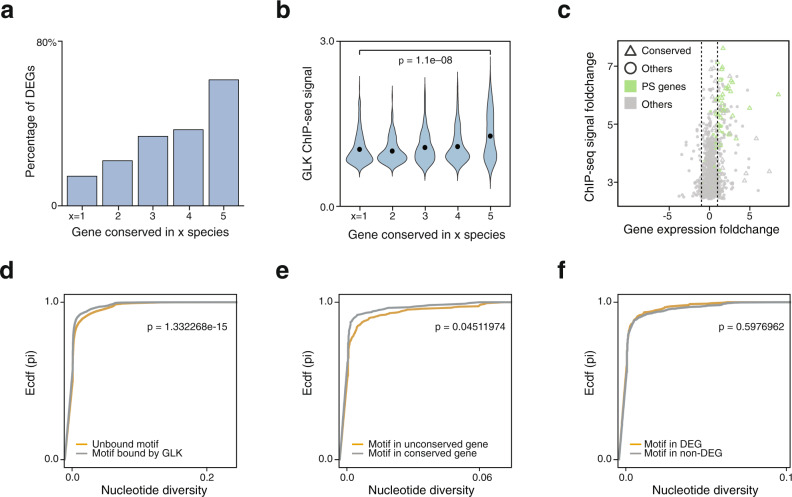
Expression of the conserved GLK ChIP-seq target genes. **a** The most conserved *Arabidopsis* GLK ChIP-seq targets genes are often differentially expressed genes in the *GLK* mutants. Target genes are divided into five groups based on their conservation level. **b** GLK binding is stronger in the conserved gene group than in the non-conserved group. The *y*-axis showed the averaged GLK ChIP-seq signal foldchange (log 10) at the peak summit (Kruskal test). **c** Volcano plot shows the log2 fold change of gene expression (WT vs. mutant) and the log2 ChIP-seq signals foldchange. **d–f** Estimator of the cumulative distribution function (Ecdf) plots of nucleotide diversity of GLK motifs (K–S test, one-sided). **d** GLK-bound vs. unbound motifs. **e** Conserved vs. non-conserved motifs. **f** motif in DEGs vs. motif in non-DEGs. Source data are provided as a Source Data file.

We hypothesize that the non-conserved GLK ChIP-seq target genes recently acquired GLK binding through random sequence variations in the promoter open chromatin regions. Some of those *cis*-regulatory elements have yet to evolve a function that contributes to plant fitness. Without selection pressure, they might be gradually lost. To test this, we imputed TF binding strength based on the average AtGLK1 and AtGLK2 ChIP-seq signal fold-change at the peak summit (Fig. 5b). 

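The signal values of Fig. 5b were joined to the deposited lists by their value. In the Arabidopsis table of target genes, of which the first 798 of 960 genes were at hand, each listed GLK1 signal equalled the mean over both GLK1 replicates of the summed fold change at its peak (relative tolerance 1e-05), and Fig. 5b holds the natural logarithm of this GLK1 value. Of its 504 Arabidopsis values, 493 matched 1 peak, and each peak was counted once. In GLK1 replicate 1, the 126 peaks of genes conserved in 5 species had a median fold change of 15.8 (quartiles 8.20 and 48.8), and the 298 peaks of species-specific genes 9.23 (7.08 and 14.1), a log2 difference of 0.78. It was 0.90 in GLK1 replicate 2 and 0.63 and 0.59 in the GLK2 replicates, which had no part in the paper's value. A two-sided permutation test gave p = 1e-05 in each library, the smallest that 100000 resamples can give. Tobacco, tomato and rice were compared in the same way, with 314 of 474, 641 of 678 and 167 of 193 values matched to 1 peak, and the remaining values, which matched several peaks or none, left out. Tobacco had medians of 66.9 for 141 peaks and 26.7 for 159 peaks (log2 difference 1.33) and tomato 78.9 for 146 and 29.5 for 449 (1.42), both with p = 1e-05 in the permutation test. In rice the medians were 18.0 for 86 peaks and 11.1 for 73 (0.69, permutation test, p = 0.00016). The remaining libraries of these 3 species gave log2 differences between 0.71 and 1.48, with the same sign. The maize values of Fig. 5b were at hand only in part (150 of them) and were not tested. The genes that the paper marks as photosynthesis genes were left out of the Arabidopsis comparison as an alternative chosen after the values were seen. Without their 40 conserved and 6 species-specific peaks it was 0.11 in GLK1 replicate 1 (permutation test, p = 0.372), the largest move among the alternatives, and 0.27, 0.20 and 0.15 in the remaining libraries (p = 0.0136, 0.0195 and 0.0198, same test). The paper uses these signals to test its hypothesis that non-conserved targets acquired GLK binding recently.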

The result showed that the most conserved binding sites in group 5 indeed have a stronger ChIP-seq signal than the species-specific ones (*p*-value = 1.1E−08). 

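The Arabidopsis values of Fig. 5c, which cover all 960 target genes, were joined to the lists in the same way. Of the 960, 945 matched 1 peak, which gave 745 different peaks, and 742 of these passed an IDR of 0.01. In GLK1 replicate 1, the 61 peaks of genes marked as photosynthesis genes had a median fold change of 38.1 and the 684 peaks of other targets 9.40, a log2 difference of 2.02. It was 2.04 in GLK1 replicate 2, and 1.92 and 1.97 in the GLK2 replicates (two-sided permutation test in each library, p = 1e-05, the smallest that 100000 resamples can give). The alternative that moved it most, the −log10 q in place of the fold change, gave 2.88. In the paper's own expression values, the median log2 change of wild type over mutant was 1.29 for 62 photosynthesis genes and 0.17 for 783 other targets, and it was 0.89 for 127 conserved genes and 0.17 for 718 others. Across 698 genes, one for each peak, the fold change in GLK1 replicate 1 and the paper's log2 expression change had a Spearman's rho of 0.311, and 0.316, 0.328 and 0.330 in the remaining libraries (permutation test, p = 1e-05 in each). Without the photosynthesis genes rho was 0.210 across 652 genes (p = 1e-05, same test). Genes are not independent replicates, and the RNA-seq counts behind the expression values were not analysed here.

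**Figure D2:**
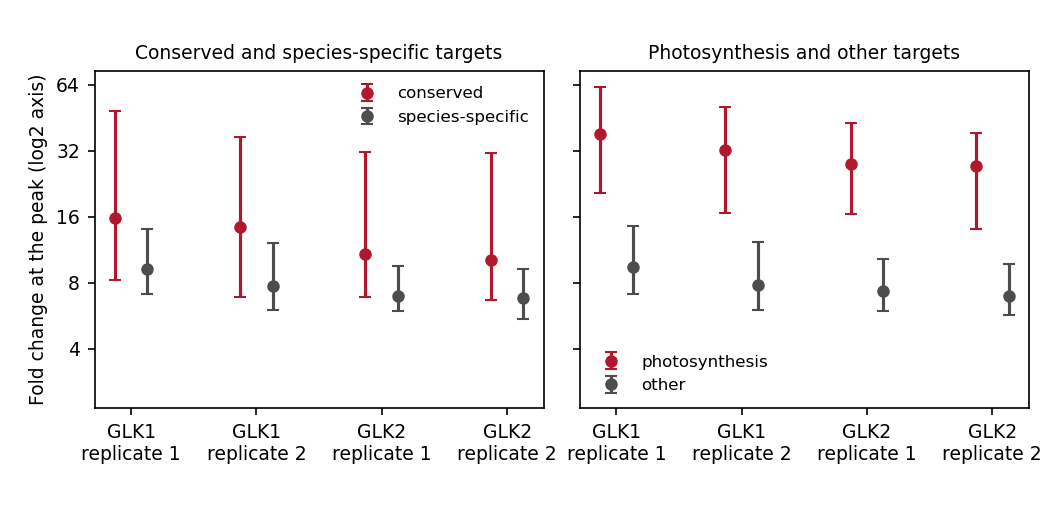
Fold change over the control at the peaks of Arabidopsis GLK target genes (vertical axis, log2 scale) in the 4 libraries (horizontal axis). The left panel sets genes conserved in 5 species against species-specific genes and the right panel photosynthesis genes against other targets. Points are medians over peaks and bars run from the lower to the upper quartile. In GLK1 replicate 1 the medians are 15.8 and 9.23 on the left and 38.1 and 9.40 on the right.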

Next, we combined the binding strength and gene expression data and found that the conserved genes such as those annotated with photosynthesis functions often have a stronger ChIP-seq signal, as well as a larger reduction in gene expression in the mutant than the non-conserved ones (Fig. 5c).

### GLK binding sites in non-DEGs are also under negative selection

Since the conserved GLK ChIP-seq targets are more likely to be differentially expressed in the mutant, could it suggest that the binding sites in non-DEGs or non-conserved target genes are false positive or have no biological function? First, we noticed that over 40% of the conserved ChIP-seq target genes are not DEGs, including some well-known photosynthetic genes (Fig. 5a). For example, the chloroplast ATP synthase subunit gene *ATPC1* has strong GLK binding sites in *Arabidopsis* and tomato, with ChIP-seq signal ranking 70th and 299th, respectively (Supplementary Fig. 9). However, *ATPC1* is only down-regulated in the tomato, but not in the *Arabidopsis* GLK mutant. In addition, there are also non-DEGs with conserved and strong binding sites. 

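ATPC1 (AT4G04640) lies on chromosome 4 of TAIR10 from 2350498 to 2352025 on the minus strand. Its GLK1 summit was at 2352049 in replicate 1, 24 bp upstream of the start site, and the summits of the other libraries were within 5 bp of it. The fold change was 44.8 and 41.7 for GLK1 and 39.5 and 36.6 for GLK2. Among all peaks of a list it ranked 62nd and 50th for GLK1 and 36th and 39th for GLK2. Among the 745 target peaks that could be matched, it ranked 57th, 45th, 35th and 38th. Supplementary Data 2 has ATPC1 at position 70 by gene, and at position 53 when genes that share a peak are counted once. The sequence from 2352019 to 2352079 is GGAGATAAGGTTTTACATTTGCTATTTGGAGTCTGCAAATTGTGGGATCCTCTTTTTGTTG, and the 150 bp window of the summit holds no exact RGATTYY. The paper's log2 change of wild type over mutant is 0.12 (adjusted p = 0.101 in the paper). The tomato gene was not analysed, since the tables used here pair it with no peak.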

The photoreceptor *CRYPTOCHROME 1* is not differentially expressed in both mutants, but it is a conserved target in all five species with strong ChIP-seq signal (e.g. the 7th strongest in *Arabidopsis*).

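CRYPTOCHROME 1 (CRY1, AT4G08920) lies on chromosome 4 of TAIR10 from 5723651 to 5727268 on the plus strand. The GLK1 summit was at 5723103 in replicate 1, 548 bp upstream of the start site, and the summits of all 4 libraries fell within 8 bp. The fold change was 124 and 113 in the GLK1 replicates, where the peak ranked 8th and 4th, and 59.7 and 49.6 in the GLK2 replicates, where it ranked 12th and 17th. The paper's position counts genes of Supplementary Data 2, and with each peak counted once CRY1 is at position 6 there. The paper's log2 change of wild type over mutant is 0.17 (adjusted p = 0.332 in the paper). The reference sequence from 5723073 to 5723133 around the summit is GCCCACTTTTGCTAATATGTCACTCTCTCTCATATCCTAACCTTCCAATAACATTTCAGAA.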

We also observed that the binding strength of the conserved sites could change between species. For example, the binding site in PSII subunit gene *PsbTn* is strong in *Arabidopsis* (rank 102nd) and weak in tomato (rank 1083rd), although it is differentially expressed in both (Supplementary Fig. 9). This suggests that the presence of a strong or conserved TF-binding site might not guarantee that the gene would be dependent on the TF for transcription. It is possible that other TFs could compensate for the loss-of-GLK function in a species- and locus-specific manner. 

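Arabidopsis has a pair of PsbTn genes among the targets. AT3G21055 (PSBTN) lies on chromosome 3 from 7376432 to 7377226 on the minus strand, and its GLK1 summit at 7377201 was in the 5′ UTR, 25 bp inside the gene. Its fold change was 32.3 and 29.0 for GLK1 and 29.6 and 27.9 for GLK2, with ranks of 92 and 85, and of 63 and 67, among all peaks. Among the matched target peaks its ranks were 77, 73, 56 and 60. By gene it is at position 102 of Supplementary Data 2, and by peak at position 78. AT1G51400 lies on chromosome 1 from 19052023 to 19052582 on the minus strand, with its summit at 19052606, 24 bp upstream of the start site. Its fold change was 34.3 and 26.1 for GLK1 and 24.8 and 27.2 for GLK2, with ranks of 87 and 100, and of 81 and 71, and its position in the table is 107 by gene. Neither summit window holds an exact RGATTYY, and each holds 1 CACGTG, 36 and 41 bp from the summit. The paper's log2 change of wild type over mutant for AT3G21055 is 1.52 (adjusted p = 2.5e-170 in the paper). The tomato gene was not analysed, since the tables used here pair it with no peak.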

Alternatively, TF target genes might be differentially expressed in certain cell types or under specific growth conditions when the TF is knockout. Therefore, it is often difficult to infer the biological function of individual binding sites solely based on limited gene expression data.

To use a different approach to evaluate the potential function of TF-binding sites, one could measure the nucleotide diversity of the site in a given population. If the site is under negative selection, it could suggest that it is important and contribute to the fitness of the species, despite the nearby gene is not differentially expressed in the TF mutant. To test this for GLK, we used the 1001 *Arabidopsis* genome-resequencing data and calculated the nucleotide diversity of its binding sites. We first compared the sites in ChIP-seq peaks against the background, which is the unbound GLK motifs found in open chromatin without GLK ChIP-seq peaks (Fig. 5d). We also compared the conserved against the non-conserved sites (Fig. 5e). As expected, both of their nucleotide diversity scores are lower than the backgrounds, suggesting that they are under negative selection. We then compared the DEGs against the non-DEGs (Fig. 5f), and the result showed that they are not significantly different (Kolmogorov–Smirnov test, *p* = 0.597). This shows that the binding sites in non-DEGs are under similar selection pressure and could contribute to plant fitness in a way that we have not yet understood. Hence, we shall not overgeneralize the relationship between regulatory potential and binding site conservation or binding strength.

### Cistrome dynamics and TF-binding divergence

Given the large TF-binding divergence, an intriguing question is whether it is caused by the genome sequence variation (*cis*-variation). Alternatively, the evolution of the TF protein (*trans*-variation) could alter its binding preference. To test this, we have transformed *Arabidopsis* with maize GLK1 and performed ChIP-seq to identify its binding sites in a heterologous genome environment.

We first divided the *Arabidopsis* GLK ChIP-seq target and non-target genes into three groups (group I: conserved, group II: *Arabidopsis*-specific and group III: maize-specific) (Fig. 6). 

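LHCA1 of Arabidopsis (AT3G54890) lies on chromosome 3 of TAIR10 from 20339504 to 20341176 on the minus strand. The summit at 20341080 in GLK1 replicate 1 was in its 5′ UTR, 96 bp inside the gene, and the summits of all 4 libraries fell within 11 bp. The fold change was 48.9 and 39.3 for GLK1 and 42.2 and 40.9 for GLK2, and the peak was 55th in both GLK1 lists and 33rd and 30th for GLK2. In the sequence from 20341050 to 20341110, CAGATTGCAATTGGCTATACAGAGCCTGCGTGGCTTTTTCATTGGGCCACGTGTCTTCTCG, a CACGTG starts at 20341097. The 150 bp window of the summit also holds 1 RGATTYY match on the minus strand, where the plus strand reads AGAATCT from 20341038 to 20341044, 39 bp from the summit. The maize ZmLHCA1 region of Fig. 6c had its summit on chromosome 5 of RefGen_v4 at 87654784, with the 4 libraries within 23 bp. The fold change there was 26.0 and 33.9 for GLK1 and 16.0 and 13.7 for GLK2. Within the maize lists it ranked 1016th of 7246 and 366th of 5224 for GLK1 and 2925th of 13841 and 1426th of 6778 for GLK2.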

The conserved genes in group I, such as *AtLHCA1* and *ZmLHCA1*, are bound by GLK in both species. We found ZmGLK1 ChIP-seq peaks in these *Arabidopsis* gene promoters (Fig. 6b, c). The group II genes do not have a maize ortholog bound by GLK. For example, AtGLKs can bind to the chlorophyll biosynthesis gene *AtHEMA1*, and its ortholog *ZmHEMA* is not a GLK target. But the heterologously expressed maize GLK1 can now bind to its promoter at the same position as the *Arabidopsis* GLKs (Fig. 6b, c). 

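HEMA1 (AT1G58290), which encodes a glutamyl-tRNA reductase, lies on chromosome 1 from 21623700 to 21626402 on the minus strand. Its summit at 21626305 in GLK1 replicate 1 was in the 5′ UTR, 97 bp inside the gene, and the GLK1 and GLK2 summits were 2 bp apart in replicate 1 and 9 bp in replicate 2. Here the fold change was 75.5 and 71.0 for GLK1 and 46.9 and 40.5 for GLK2, with ranks between 19 and 31. The match AGATTTT of RGATTYY from 21626297 to 21626303 lies 5 bp from the summit, within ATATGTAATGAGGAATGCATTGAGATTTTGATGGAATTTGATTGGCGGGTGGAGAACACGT from 21626275 to 21626335. In the ZmHEMA region of Fig. 6c, neither maize GLK1 library had a summit. GLK2 replicate 1 had 1 on chromosome 10 at 145319209, with a fold change of 4.87 and rank 11074 of 13841, and GLK2 replicate 2 had none. The ZmGLK1 library in Arabidopsis was not analysed here.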

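AT3G03440 lies on chromosome 3 of TAIR10 from 815550 to 818876 on the plus strand. Neither GLK1 library and not GLK2 replicate 1 had a summit in its region of Fig. 6b. GLK2 replicate 2 had 1 at 815563, with a fold change of 1.87 and rank 19571 of 22143, which the other GLK2 replicate did not share. At the maize gene ZmARM (Fig. 6c), a summit on chromosome 3 was found in all 4 libraries, at 27837650 in GLK1 replicate 1. Its fold change was 108 and 96.6 for GLK1 and 128 and 100.4 for GLK2, and it ranked 65th and 40th, and 34th and 13th. The highest summit differed by 10 bp between the GLK1 replicates and by 171 bp between the GLK2 replicates, where several summits lay side by side.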

Finally, we examined the maize-specific group III genes, such as the AT3G03440, which encodes a chloroplast ARM repeat protein. When the ZmGLK1 is expressed in *Arabidopsis*, it could no longer bind to its promoter. The ChIP-seq signal heatmaps of this heterologously expressed ZmGLK1 showed that it has recapitulated the *Arabidopsis* GLK’s binding pattern in both group I and II genes, but did not bind to the maize-specific genes in group III (Fig. 6a). Taken together, our data showed that TF binding is largely determined in *cis* by DNA sequence variation rather than in *trans*.

**Fig. 6:**
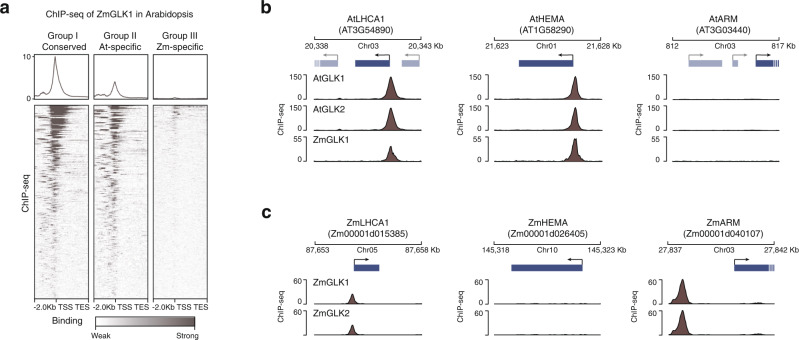
Binding of the heterologously expressed ZmGLK1 in *Arabidopsis* genome. **a** Heatmap of ZmGLK1 ChIP-seq signal in three groups of *Arabidopsis* genes. **b** Genome browser tracks showing representative genes in groups one to three. **c** Tracks showing the maize homologous genes.

### Use of machine learning model to predict transcription outcome

To better understand why only part of the genes with proximal GLK-binding sites is differentially expressed, we sought to quantitatively compare their genome features such as TF-binding strength, the initial expression level in wild-type leaf, distance of the binding site to the gene TSS, as well as other TFs’ co-binding information inferred from the *Arabidopsis* TF DAP-seq data collection. Unsurprisingly, the differentially expressed genes (DEGs) have stronger ChIP-seq signal, a higher gene expression level in the leaf, and closer GLK-binding sites (Fig. 7a). We also found TF DAP-seq data that has a co-binding pattern correlated with the DEG status (Fig. 7b). However, it must be noted that none of these features on its own is sufficient to predict whether a GLK ChIP-seq target gene would be differentially expressed. Hence, we trained random forest classifier models to consider different quantitative genome features together. To avoid the effects of outliers given the small dataset of 202 DEGs, we randomly sampled the training and test data 500 times to train 500 independent models. The average AUC, ACC, Recall, and F1-score of the models are 0.77, 0.698, 0.685, and 0.688, respectively (Fig. 7c). This showed that combining different classes of genome features could indeed improve our interpretation of the genome regulatory code.

**Fig. 7:**
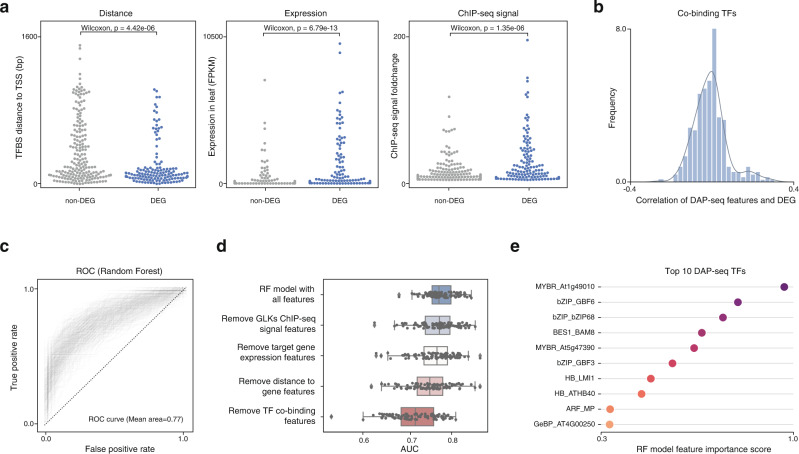
Machine learning model to predict target gene expression. **a** Different quantitative genome features of the differentially and non-differentially expressed GLK ChIP-seq target genes in the *Arabidopsis* GLK double mutant (Wilcoxon test, two-sided, *n* = 328). **b** Histogram of Pearson correlation coefficient of DAP-seq TFs co-binding features and the GLK targets’ DEG status. **c** ROC curves of the 500 random forest models. **d** Boxplot showing the area under the ROC curve (AUC) of the 500 random forest models after removing different features. The box contains the 25th–75th percentiles of the dataset, the central line denotes the median, and the whisker represents 1.5 IQR. **e** Top 10 DAP-seq TF features of the models, ranked based on their average importance score in 500 random forest models. Source data are provided as a Source Data file.

This method also enabled us to test what feature is important for the model’s accuracy. We found that removing the TF co-binding data resulted in the largest decrease in the model performance, suggesting that the co-binding TFs could hold vital information for predicting the transcription outcome (Fig. 7d). The random forest model also allowed us to calculate a feature importance score for each co-binding TFs in the DAP-seq data. We found that some of the well-known photosynthesis and light-signaling regulators such as MYB-related, C2H2 and GBF TFs are among the top contributors (Fig. 7e). Although correlation does not imply causality, it is possible that the differentially expressed genes have been co-regulated by GLKs and these TFs in the ancestral plant, and they have evolved into an indispensable part of the gene regulatory network. It is similar to the observation in animal genomes that the TF binding sites with strong regulatory potential are often located in the enhancers bound by a large number of TFs^15^.

### Tracking GLK binding divergence after genome duplication

The tomato genome has experienced the ancient eudicots gamma duplication (~120 MYA) and the recent *Solanum* lineage one (~70 MYA). As the promoter regions bound by the TFs are also duplicated during those events, it provides a unique opportunity to estimate whether the interaction between GLK and its targets occurred before or after one of the duplications. We found that the tomato GLKs bind to a pair of genes encoding *LIGHT HARVESTING COMPLEX A4* (*LHCA4*) in synteny blocks in chromosomes 3 and 6. Both genes are down-regulated in the mutant (Fig. 8a). These two synteny blocks have a high synonymous substitution rate (*K*s = 1.689) and are not located in the previously reported sub-genome regions that resulted from the recent genome triplication^37^, suggesting that the GLK bindings in *LHCA4* have been preserved after the paleo-duplication for over 100 MYA. However, genes could be lost or rearranged after genome duplication, and as a result, most of the tomato genes are no longer located in synteny blocks. The duplicated genes could still be identified as homologous pairs that both are targeted by GLK. We calculated the percentage of homologous GLK ChIP-seq targets in the five conservation groups and found that the most conserved group 5 indeed has more homologous target genes, suggesting that the conserved binding sites are ancient, and the species-specific ones are acquired more recently.

**Fig. 8:**
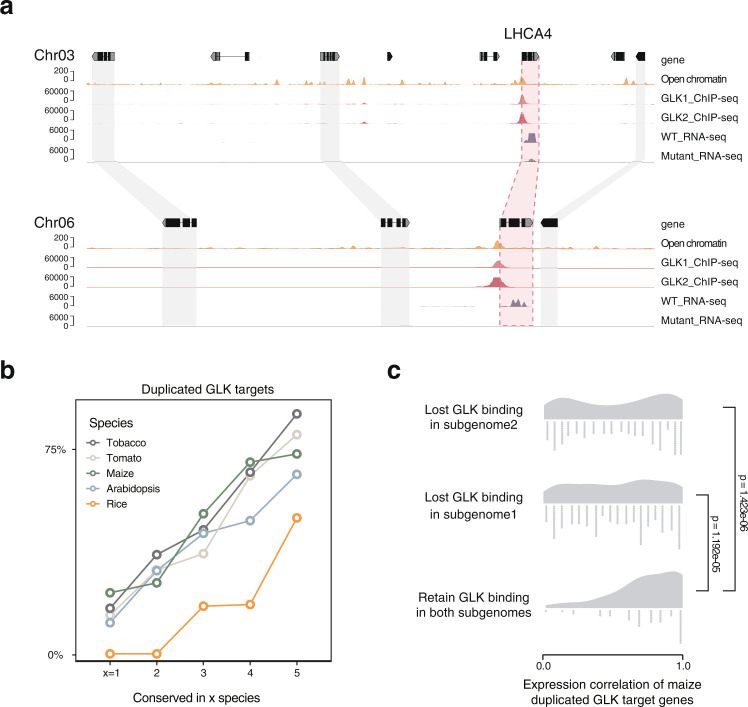
Duplicated GLK ChIP-seq target genes. **a** Genome browser tracks showing part of the synteny blocks containing two tomato LHCA4 genes. The open chromatin, GLK ChIP-seq and RNA-seq tracks are shown. **b** The percentage of duplicated GLK ChIP-seq target genes in each conservation group. **c** Pearson correlation of the expression pattern of maize GLK ChIP-seq target gene synteny pairs in subgenomes 1 and 2. Pairs retained both GLK binding sites after genome duplication have the highest correlation (*t*-test, one-sided). Source data are provided as a Source Data file.

Unlike tomatoes, the maize genome experienced a recent tetraploidy event 5–12 MYA^38^. Most of its duplicated genes could still be traced back to subgenomes 1 and 2. We then compared the GLK ChIP-seq signal of the duplicated ChIP-seq target genes using the Kendall rank correlation coefficient test. Kendall’s tau is 0.174 (*p* = 0.06322), suggesting that the correlation is very weak, and duplicated GLK binding sites have already changed after such a short evolutionary period. We also hypothesize that the rapid change in TF binding might allow the duplicated genes to be expressed in a different tissue, which could further give rise to neofunctionalization. To test this, we calculated the expression correlation of the maize GLK ChIP-seq target gene pairs in the two subgenomes using the maizeGDB’s tissue gene expression data. The result showed that the pairs that retained GLK binding have the highest expression correlation while losing GLK binding led to significantly lower expression correlation, confirming our hypothesis (Fig. 8c).

## Discussion

Cross-species comparison of GLK binding showed that plant cistrome dynamics can also cause widespread TF-binding changes like those observed in the yeast and animal genomes^9,14,15,17,18^. Our observation is also in line with previous plant TF ChIP-seq analysis of the SEPALLATA3 MADS-box TFs in *A. thaliana* and *A. lyrata*, which found that less than a quarter of their binding sites are conserved^39^. Despite the fact that the non-conserved and weak TF binding sites are less likely to influence gene expression, it has been suggested that we should not consider them as non-functional^14^. Because eukaryotic genes are often regulated by multiple TFs, and the combined input could exceed the threshold of transcription activation, generating redundancy for the whole gene regulatory network. In addition, the regulatory potential of a TF-binding site could not be fully demonstrated by individual transcriptome analysis, since a non-differentially expressed TF target gene could become differentially expressed in another growth condition or tissue. Consistently, our data showed that the GLK-binding sites in the non-differentially expressed GLK ChIP-seq target genes are also under similar negative selection as those in the differentially expressed ones. Hence, it is important to study how TFs co-regulate gene expression in order to fully understand the genome-regulatory code.

Many plant TF studies, particularly those in crops that are hard to transform, have often inferred gene function based on mutant complementation or over-expression in a model plant like tomato and *Arabidopsis*. Our finding gives reason for caution in interpreting the result of such studies. If TF binding could be influenced by the genome *cis*-regulatory dynamics, one might have missed the species-specific function of a TF when expressed in a foreign genome. For example, ETHYLENE INSENSITIVE3 class TFs are key regulators of the conserved ethylene signaling pathway^40^. We have previously found that some climacteric fruit species have gained EIN3 binding sites in the promoters of their ripening genes, which have been evolved into indispensable parts of their positive feedback loops controlling ripening^41^. Thus, although the EIN3 genes in those fruits can complement the *Arabidopsis EIN3* loss-of-function mutant and generate the same phenotype when overexpressed, their recently evolved roles in fruit ripening could not be tested in the *Arabidopsis* genome.

One limitation of our study is that, without a ChIP-grade antibody, we must overexpress the TF fused with an epitope tag to perform ChIP-seq, making it difficult to control for protein level, as well as where and when the TF is expressed. Since ChIP-seq is an enrichment analysis, factors such as the protein abundance and cellular location, the specificity of the antibody, sequencing depth, library complexity, and even small details in the ChIP experiment itself such as input to antibody ratio, sonication, and washing steps could influence the final ChIP enrichment result. Strong TF-binding sites could be easily detected even when the enrichment is poor. But the number of weak TF-binding sites identified could be easily affected by the ChIP-seq enrichment, making cross-species or cross-experiment comparison difficult^35^. For example, we have previously shown that the sensitive ChIPmentation assay could detect five times more binding sites with the same antibody against the tomato MADS-box TF RIN than the traditional ChIP-seq method^41,42^. With the development of CUT&Tag and single-cell ChIP-seq, it is likely that the sensitivity could be further increased. In addition, the next generation of peak calling algorithms based on neural network models or an ensemble of different methods is now able to find weak TF-binding sites from noisy ChIP-seq data^43^. The increased sensitivity means more weak binding sites could be discovered in the future, posing a major challenge for data analysis.

Another intriguing question is why the genome would retain so many genetically redundant TF binding sites without a strong regulatory role. It has been hypothesized that gaining regulatory complexity is the key to the evolution of multicellular organisms with complex cell types, by enabling the common genes to be exploited multiple times to generate different temporal and spatial transcriptional programs and biological outcomes^44^. As the cistrome evolved rapidly, *cis*-regulatory elements are generated or disrupted by sequence variations, which leads to the recruitment of new TF or the weakening of existing TF binding, and as a result, different transcriptional outcomes and phenotypes could be generated. Therefore, the observed divergence of GLK binding across plant species, as well as its conserved core regulatory interactions could be a real-time snapshot of evolution in action.

Several studies in yeast and animal models have shown that even the weak TF-binding sites could play an important role in evolving new gene regulatory programs and are required for achieving high TF-binding specificities^45,46^. For example, replacing the native low-affinity Hox-binding site with an artificial high-affinity one caused ectopic gene expression in *Drosophila* embryo^47^. Recent plant TF studies using high-sensitivity ChIP-seq have shown that each TF can bind to around 10,000 loci^5,48^. The *Arabidopsis* cistrome project found ~2.7 million in vitro binding sites for 529 TFs. If a TF can bind to a third of the genes in the genome, it is unlikely that all binding sites would be equal in terms of regulating transcription. Therefore, one might need to consider the TF binding quantitatively and cooperatively, as we demonstrated in using the random forest model to predict GLK ChIP-seq target gene expression. In addition, a recent analysis of embryonic stem cell reprogramming factors Oct4, Sox2, Nanog, and Klf4 revealed that the spacing and direction of TF binding can also encode critical regulatory information^49^, while similar analysis for plant TFs has largely fallen behind.

## Methods

### Plant materials

The *Arabidopsis glk1/glk2* mutant^25^ was obtained from the European *Arabidopsis* Stock Centre (N9807). Transgenic *Arabidopsis* plants were grown on Murashige and Skoog (MS) salts with 25 μg/mL hygromycin B, and 0.8% (w/v) agar. Plants were grown at 22 °C under long-day conditions (16-h light) in a growth chamber. Rice cultivar Nipponbare was used as the wild type. Rice plants were grown at 28 °C with long-day conditions in the greenhouse. The tomato *glk1/glk2* double mutant generated by CRISRP/Cas9 in microTom background was kindly provided by Prof. Yu Pan, and we have confirmed the deletions by Sanger sequencing (Supplementary Fig. 10). Both tomato and tobacco (*Nicotiana benthamiana*) were grown in a growth chamber with a 12 h-light (25 °C) and 12 h-dark (20 °C) cycle.

For the *Arabidopsis* GLKs, we fused their cDNAs with the C-terminal GFP tag and transformed them into the *glk1/glk2* double mutant for ChIP-seq (Supplementary Table 1). Transgene expression of tomato *GLK2* is known to cause co-suppression^23^. Hence, we transformed the SlGLK2-GFP construct into the tomato cultivar Micro-Tom, which harbors a loss-of-function mutation in the *GLK2* locus. As the tomato GLKs are also involved in early fruit development, we also performed ChIP-seq using immature fruit at 27 day-post-anthesis. The cDNA of the rice GLKs were fused to an HA tag and transformed into wild-type rice under the control of the ubiquitin promoter. For these stable transgenic plants over-expressing GLKs, we selected the transgenic line with high protein expression levels for ChIP-seq. Tobacco is a recent allotetraploid and has two copies of each GLK with over 90% sequence identity. Hence, we selected the two GLK genes with the highest leaf expression level for the analysis. We used agroinfiltration to transiently express the NbGLKs with an HA tag for ChIP-seq. The maize (*Zea mays*) GLKs ChIP-seq data were obtained from a previous study^6^. The maize GLK1-HA construct was also transformed into the *Arabidopsis glk* double mutant for ChIP-seq.

### ChIP-seq

Fully expanded leaves from *Arabidopsis*, rice, tomato, and *Nicotiana benthamiana*, as well as pericarp samples from immature green tomato fruits at 27 DPA, were harvested and cross-linked with 1% (w/v) formaldehyde. The nuclei were then isolated by filtration and centrifugation, and the chromatin was sonicated to sub-kb fragments using Bioruptor. Anti-GFP (#A-11122, ThermoFisher) and anti-HA (#C29F4, Cell Signaling Technology) antibodies were used for ChIP. The protein A/G Dynabeads (10 μL) were incubated with 2 μL antibody for 1–2 h in low salt buffer (20 mM Tris–HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 0.1% Triton X-100, 0.1% BSA). The beads were then washed with low salt washing buffer (20 mM Tris–HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS) before adding to the sonicated chromatins, were incubated overnight with the Dynabeads with antibody, and washed twice with low salt washing buffer (20 mM Tris–HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS), high salt buffer (20 mM Tris–HCl pH 8.0, 500 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS), LiCl buffer (20 mM Tris–HCl pH 8.0, 250 mM LiCl, 1% Triton X-100, 0.7% sodium deoxycholate, 1 mM EDTA) and TE. The immunoprecipitated DNA was tagged on-bead with TS-Tn5 for 45 min. The beads were then washed twice with high salt buffer and TE. Samples were reverse crosslinked overnight at 65 °C. DNA was purified with Qiagen MiniElute and PCR amplified. The libraries were sequenced with a Hiseq X 150 bp paired-end read mode.

### RNA-seq

Total RNA was extracted with RNeasy Mini Kit (Qiagen). Messenger RNAs were isolated with Oligo d(T)25 magnetic beads (New England Biolabs) and used for Illumina TruSeq library preparation. The libraries were sequenced on Hiseq X with 150 bp paired-end mode.

### ChIP-seq data analyses

ChIP-seq reads were aligned to plant reference genomes (*Arabidopsis thaliana* TAIR10, *Nicotiana benthamiana* version 2.5.1, *Solanum lycopersicum* SL4.0, *Oryza sativa* MSU7.0, and *Zea mays* RefGen_v4) using Bowtie 2 (version 2.3.2). For paired-end, 150 bp reads, the 100 bp from 3’ end were trimmed with the bowtie2 parameter −3 100. Unmapped and low mapping quality reads were filtered with SAMtools (version 1.9) using the parameters “-F 4 -q 20”. Duplicated reads were removed with the subcommand “rmdup” in SAMtools. Pearson correlation coefficients were calculated with the command “multiBigwigSummary” in deepTools to evaluate the reproducibility of the biological replicates. Only biological replicates with a correlation coefficient > 0.8 were kept for further analyses. The ENCODE2 ChIP-seq pipeline with MACS2 (version 2.2.1) and IDR (version 2.0.4.2) were used for peak calling. Peak summit positions were retrieved by using the “–call-summits” function in MACS2. The regions ±75 bp from the summit position with signal fold-change in NarrowPeak format were then supplied to IDR, and the regions passed the IDR 0.01 and summit signal foldchange cut-off were kept and resized back to 150 bp. They were then associated with genes based on summit distance to the TSS. Depending on genome size, the ChIP-seq peak summit overlaps with the putative promoter region 1.5, 2.5, 2, 1.5, and 2.5 kb upstream of the TSS were associated with genes in *Arabidopsis*, tobacco, tomato, rice, and maize, respectively. We also used the ENCODE2 spp-IDR-TIP pipeline from PhantomPeakQualTools (version 1.14) at two different cut-offs (*p* = 0.05 and *p* = 0.01) for comparison.

### RNA-seq analysis

RNA-seq reads were first mapped to rRNAs, and the clean reads were then mapped to the corresponding plant genomes by HISAT2 (version 2.1.0). Read counts were calculated with HTSeq (version 0.11.0). Differential gene expression analysis was performed using DESeq2.

### Function and motif enrichment analysis

Functional GO enrichment analysis was performed by a web-based toolkit for the agricultural community agriGO v2.0 (http://systemsbiology.cau.edu.cn/agriGOv2/). Gene functional category enrichments were performed using MAPMAN. The target genes in the five species were compared using OrthoFinder (version 2.2.7) to determine the homologous relationship based on protein sequence similarity. We used a conservation score to quantify how conserved a group of genes (e.g. the eudicot shared GLK target genes in one MAPMAN category) based on the events (observed) and the pair-wise comparisons performed (expected). De novo motif discovery and motif search were performed using HOMER (http://homer.ucsd.edu/homer/motif/). For the nucleotide diversity analysis, we first identified the GLK motif position in the *Arabidopsis* GLK ChIP-seq peaks using HOMER (cut-off: motif match score > 6). We also identified the unbound GLK motif hits in the open chromatin regions (ATAC-seq peaks) without GLK ChIP-seq signal as background. The nucleotide diversity score of each motif position is retrieved from the variant collections identified by the 1001 *Arabidopsis* genome project (https://1001genomes.org/data/GMI-MPI/releases/v3.1/).

### Machine learning analyses

We used the *k*-mer grammar tool (https://bitbucket.org/bucklerlab/k-mer_grammar/src/master/) to generate machine-learning models to distinguish sequences of GLK-binding sites from sequences in open chromatin regions without GLK ChIP-seq peaks. For GLK-binding sites, we tested both the 150 and 300 bp sequences centered at the ChIP-seq peak summit. The sequences of the same length centered at the ATAC-seq peak summit are used as the background, and open chromatin overlaps with weak ChIP-seq peaks (IDR 0.05) were removed. As there are often 10 times more open chromatin regions than ChIP-seq peaks, an equal number of open chromatin regions are randomly selected to generate a balanced dataset for training the *k*-mer models. The balanced input datasets were then randomly split into 80% training and 20% test sets for the *k*-mer grammar tool.

To study the different transcriptional regulatory functions of GLK-binding sites, we also used a random forest classifier to discriminate down-regulated DEGs from non-DEGs. Features used for RF model training are the GLK1 and GLK2 ChIP-seq signal foldchange values at the genes’ closest ChIP-seq summit, the distance from the summit to the genes’ transcriptional start site in base pair, the genes’ initial expression level in wild-type leaf in FPKM, and *Arabidopsis* TF DAP-seq peaks obtained from the plant cistrome database (http://neomorph.salk.edu/dap_web/pages/index.php). GLK target genes with DAP-seq peaks overlapping with the 150 bp GLK ChIP-seq summit regions were used. DAP-seq data were converted to categorical features (1 bound, 0 unbound) for training. The DAP-seq TF datasets with low features-label correlation (<0.1) were discarded. As there are more non-DEGs than DEGs, we randomly selected an equal number of the non-DEG labels to match the DEGs to obtain a balanced training dataset, and 80% of the data were used for training while the remaining 20% were used for the test. Given the small sample size, we also randomly re-select the training and test data 500 times to generate 500 models to calculate the average AUC and model scores.

### Synteny analysis and *K*s calculation

Detection of synteny and collinearity was performed by MCScanX with default parameters. The synonymous substitution rate (*K*s) between homologs was computed by KaKs_Calculator (version 2.0).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1-13

Reporting Summary

## Data Availability

The data generated in this study have been deposited in the NCBI database under accession code PRJNA682315GSE220115 or GitHub [https://github.com/rensabella/GLK-project/tree/main/data]. Published data used in the study can be accessed at PRJNA518749 and PRJNA743574. The *Arabidopsis* TF co-binding data is available in the plant cistrome database [http://neomorph.salk.edu/dap_web/pages/index.php]. The *Arabidopsis* nucleotide diversity data is available in the 1001 Genomes database [https://1001genomes.org/data/GMI-MPI/releases/v3.1/]. The maize 23 tissues’ gene expression data is available at maizeGDB [https://www.maizegdb.org/expression]. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Limited conservation in cross-species comparison of GLK transcription factor binding suggested wide-spread cistrome divergence
**Source:** Nat Commun. 2022 Dec 9;13:7632. doi: 10.1038/s41467-022-35438-4
**Supplement:** Supplementary file 1 — Supplementary Information

**Limited conservation in cross-species comparison of GLK  
transcription factor binding suggested wide-spread cistrome  
divergence**

Tu *et al.*

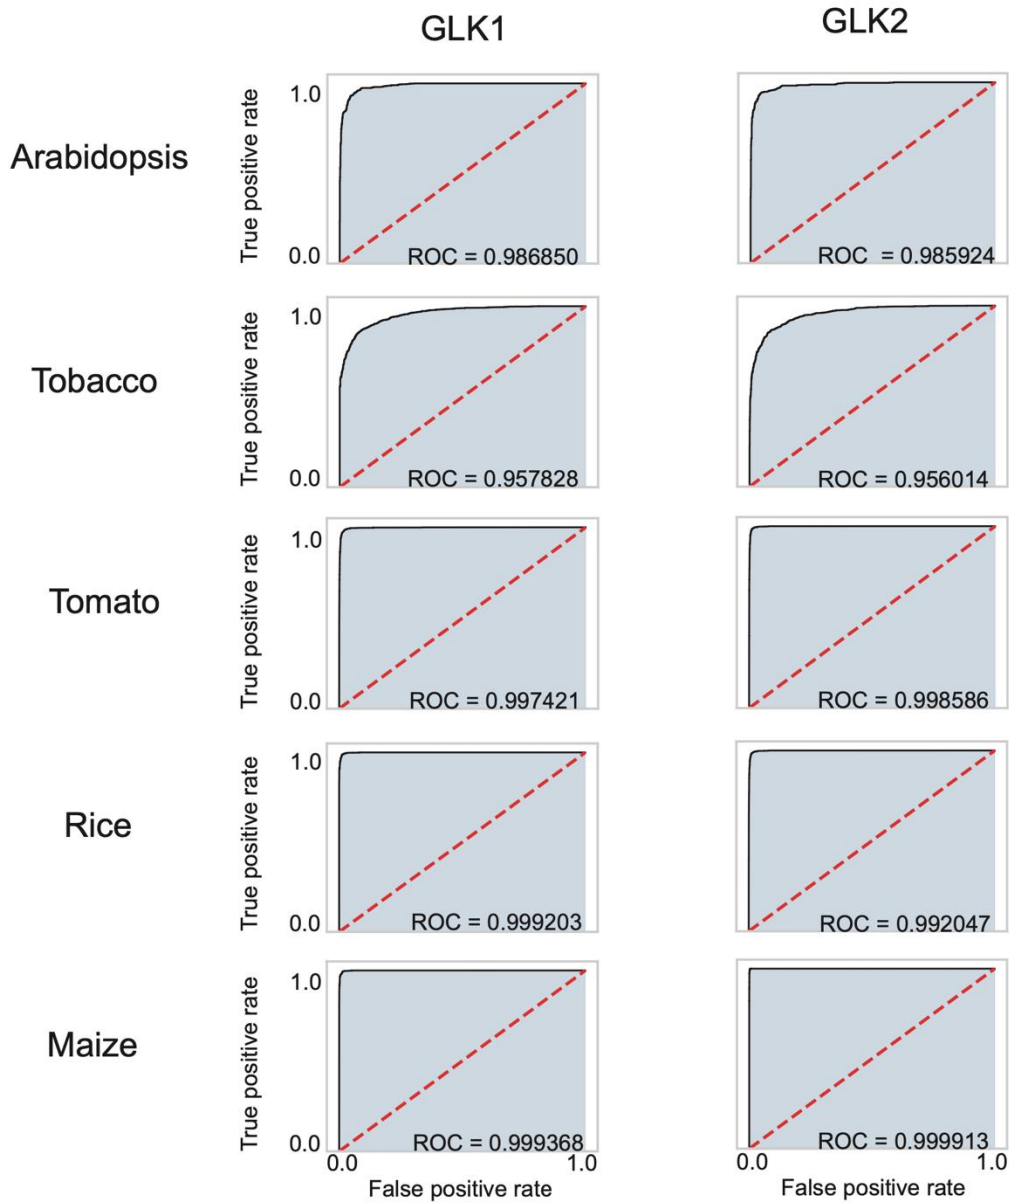

**Supplementary Fig. 1. ROC curves for bag-of- $k$ -mer models.** The  $k$ -mer grammar tool was used to train models to distinguish GLK bound regions and the background. We tested both the 150bp and 300bp sequences centered at the peak summit for model training. The best results were obtained with 150 bp sequences in the Arabidopsis, tomato, rice and maize genome, while the 300bp peak yielded the best result for the tobacco models. The high area under the ROC curve value suggested that the  $k$ -mer models can learn the binding site sequence signatures and predict GLK binding with high the high accuracy and precision.

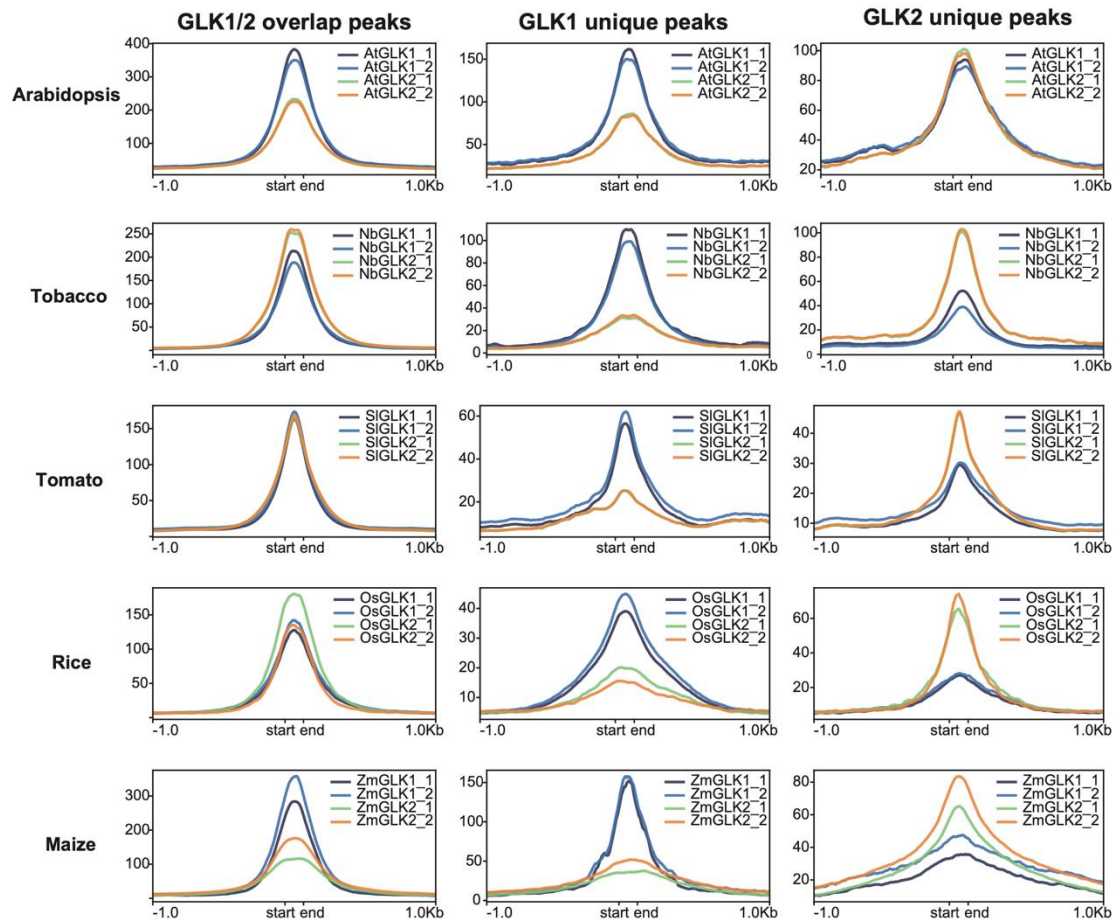

**Supplementary Fig. 2. ChIP-seq signal in the GLK1 and GLK2 overlap and unique peaks.** The average GLK1 and GLK2 ChIP-seq signals in the 1kb regions up- and down-stream of the peak summits were plotted. High ChIP-seq signal for both GLKs was observed in the overlap peaks. In GLK1 CHIP-seq peaks that were not called as GLK2 peaks, we could still identified weak GLK2 signal, and vice versa. Suggesting that those GLK1- or GLK2-species peaks are weaker than the overlap ones. ChIP-seq read counts are normalized to RPKM and then by FRiP. Source data are provided as a Source Data file.

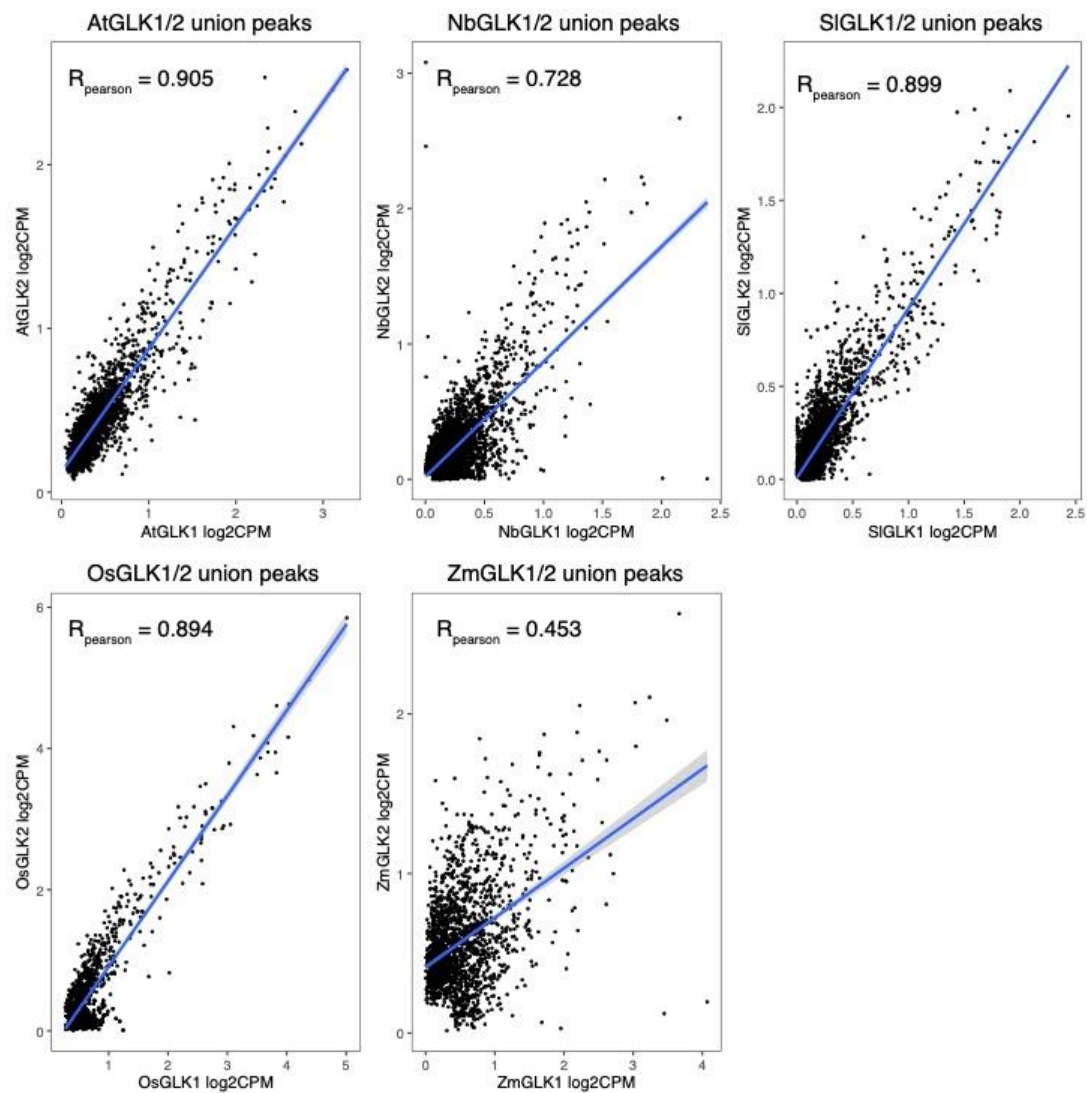

**Supplementary Fig. 3. Compare GLK1 and GLK2 ChIP-seq signals in their ChIP-seq peak union.** The GLK1 and GLK2 ChIP-seq peaks were merged. Scatter plots showed their read counts (log2CPM) in the region 250 bp up- and down-stream of the peak summit. The error band represent standard error calculated by ggplot2::geom\_smooth. Source data are provided as a Source Data file.

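The plots compare the reads of GLK1 and GLK2 around each peak of the union, as log2 CPM. A region with few reads of one TF still has a value there, while a peak list gives a fold change only where a peak was called. From the lists, 90.0% of the Arabidopsis, 77.4% of the tobacco, 81.8% of the tomato, 40.4% of the rice and 48.2% of the maize peaks of the union had a peak in all 4 libraries, and only these enter a correlation of fold changes.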

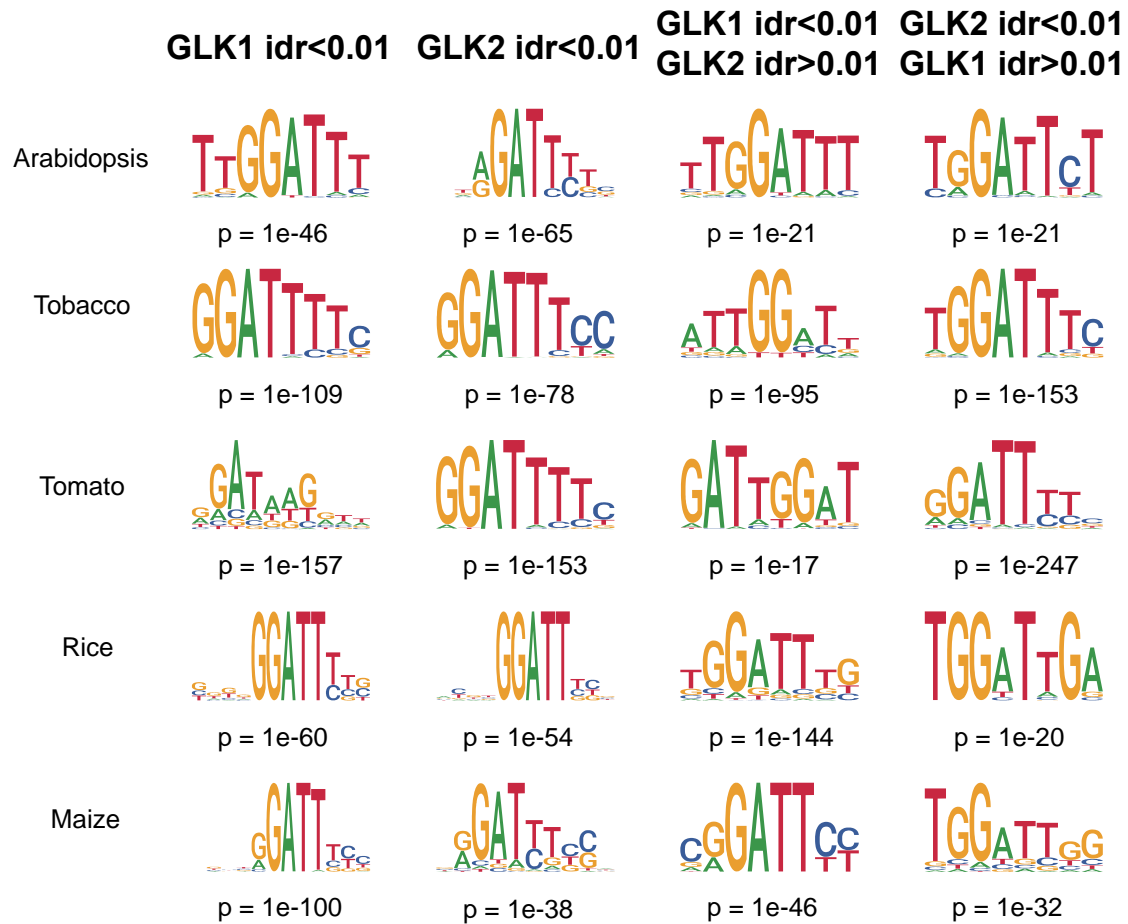

**Supplementary Fig. 4. Motifs enrichment analysis of GLK1 and GLK2 overlap and unique peaks.** The enriched motif in GLK1 and GLK2 overlap peaks (both GLK1 and GLK2 IDR <0.01) and unique peaks that didn't pass the IDR 0.01 cut off. All of them showed the same motif enrichment, suggesting those weak non-overlap peaks also have the GLK binding sites.

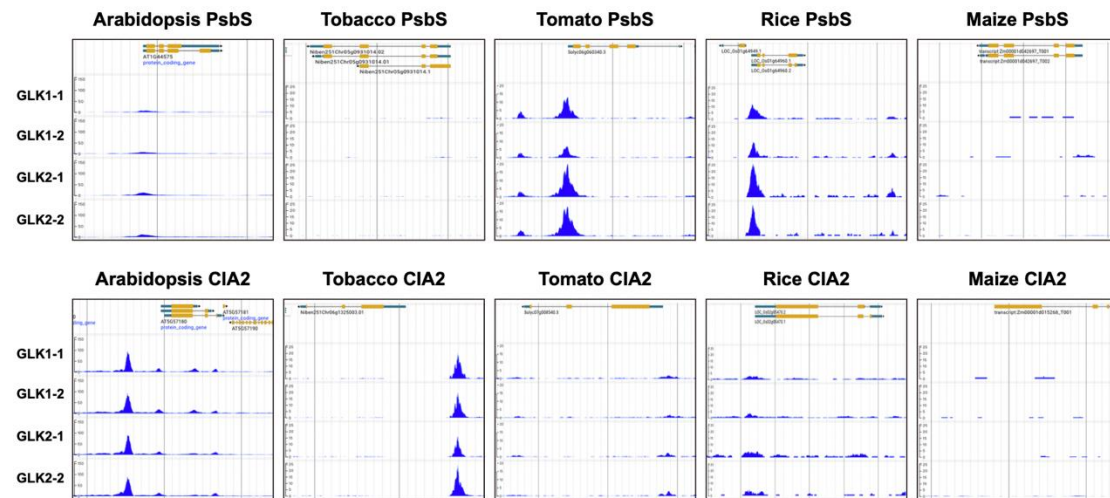

**Supplementary Fig. 5. Species-specific GLK ChIP-seq target genes.** Genome browser tracks showing GLK1/2 ChIP-seq reads in genes encoding photosystem II subunit S (PsbS) and CHLOROPLAST IMPORT APPARATUS 2 (CIA2). Only the tomato and rice *PsbS* genes were called as GLK ChIP-seq targets, while the *CIA2* genes in Arabidopsis and tobacco were called as GLK ChIP-seq targets. For within species comparison, the PsbS and CIA2 tracks of the same species used the same y-axis scale.

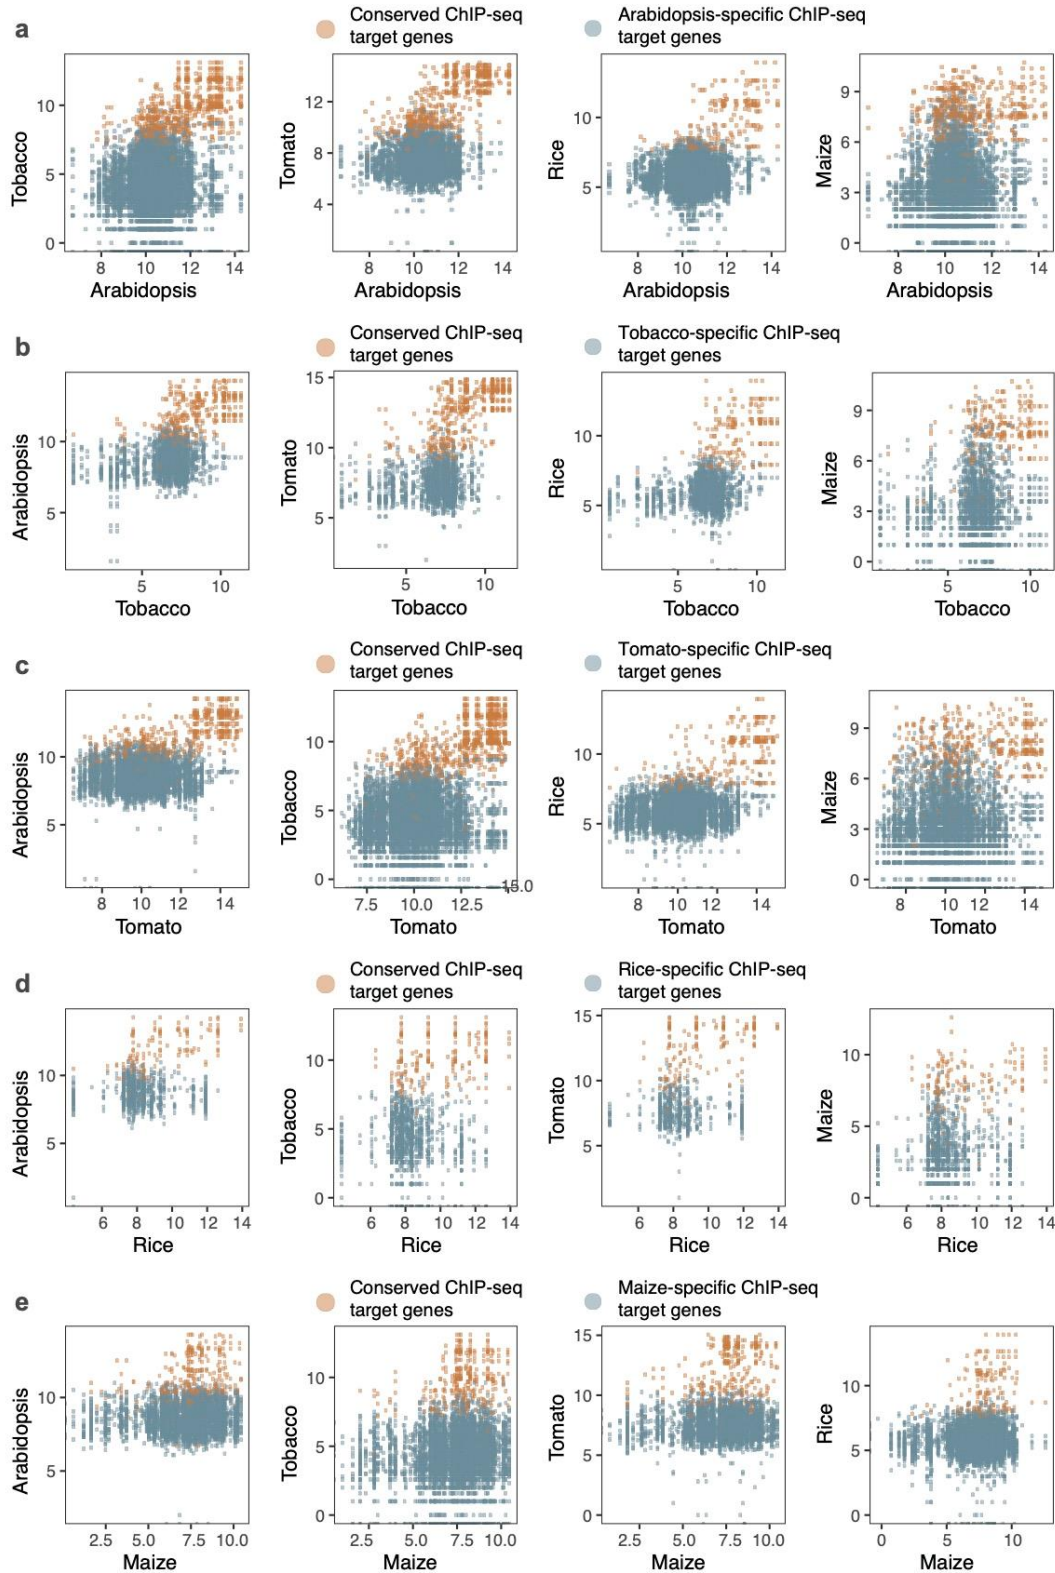

**Supplementary Fig. 6. Compare promoter GLKs ChIP-seq coverage between species.** Scatter plots showing the GLKs ChIP-seq read coverage of the conserved and species-specific target genes in each species. **a.** Arabidopsis. **b.** tobacco. **c.** tomato. **d.** rice. **e.** maize. The blue dots are a pair of orthologous genes with only one of them

bound by GLK in a two species comparison. The x-axis and y-axis are the GLKs ChIP-seq read counts (Log2CPM) of the gene pair in each species. For each pair-wise cross-species comparison, homologous gene pairs between two species were called using blastp (evalue  $<1e-50$ ). The combined GLK1 and GLK2 ChIP-seq reads were then counted in the proximal promoter regions (1kb upstream and -500 bp downstream of gene TSS) of the conserved and species-specific GLK target gene pairs. It is clear that the conserved ones have high ChIP-seq signal in both species, while the species-specific ones has lower signal in one species. Source data are provided as a Source Data file.

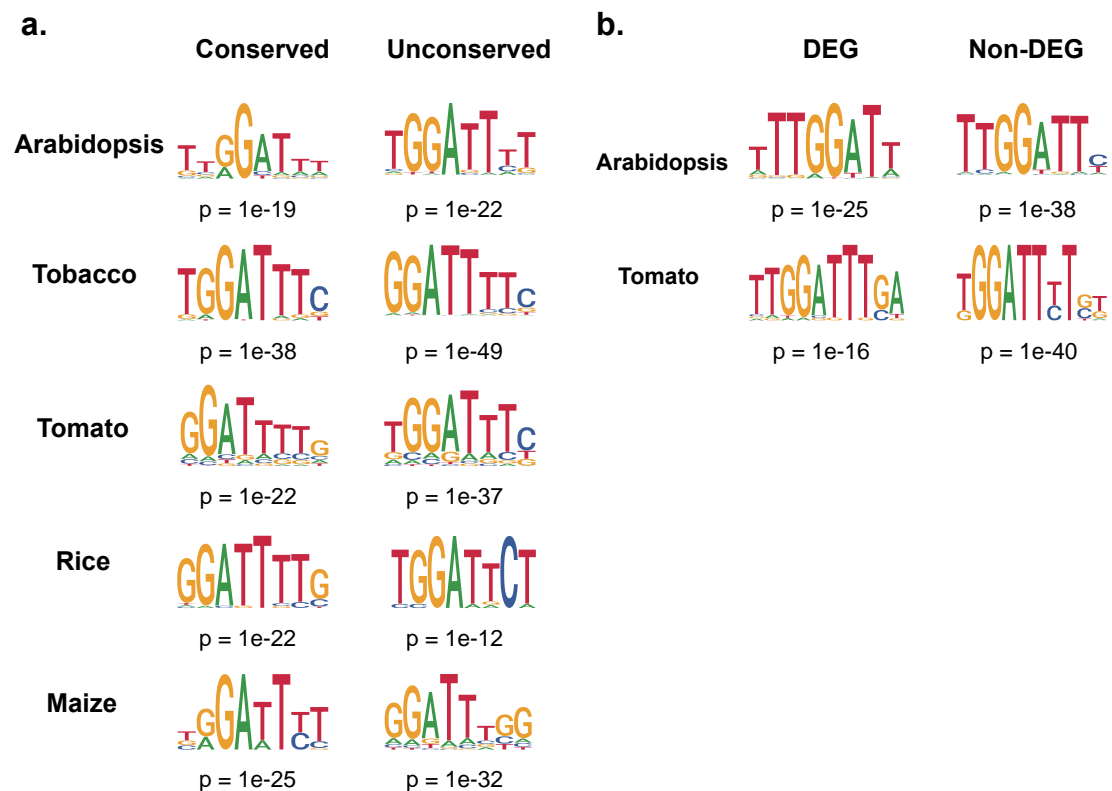

**Supplementary Fig. 7. Motifs enrichment analysis of conserved and non-conserved GLK target genes, as well as GLK mutant DEG and non-DEGs. a.** The GLK core binding motif GATT is enriched in both the species-conserved and the species-specific ChIP-seq target genes. **b.** Motifs identified in the tomato and Arabidopsis glk double mutant's differentially expressed and non-differentially expressed GLK target genes are also similar.

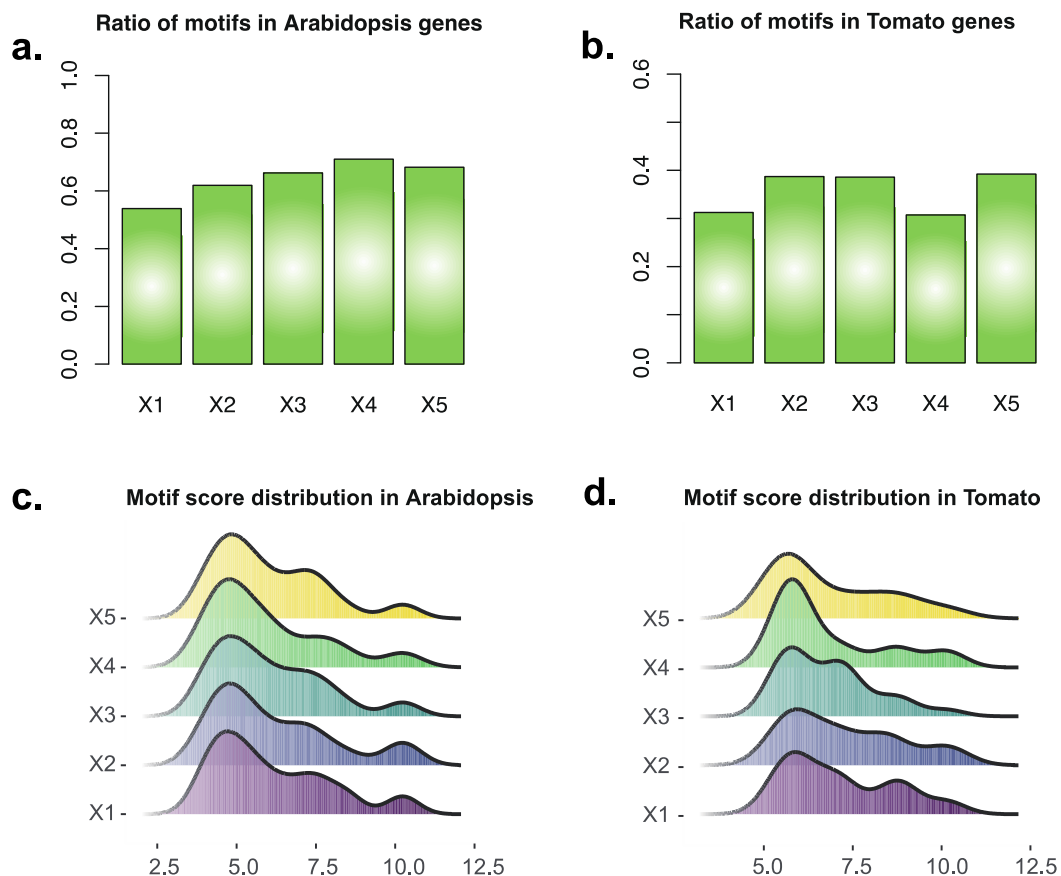

**Supplementary Fig. 8. TFBS analysis of genes in five conservation groups. a.** Percentage of genes contained GLK TF binding sites called by HOMER motif search in five Arabidopsis GLK ChIP-seq target genes conservation groups. X indicates the number of species that the gene is conserved in. **b.** Motif ratio in tomato GLK target genes found in leaf in the five conservation groups. **c.** HOMER motif hit score distribution in Arabidopsis. **d.** Motif score distribution in tomato. The results showed that the conserved and non-conserved genes have similar motif hit ratio and score. Source data are provided as a Source Data file.

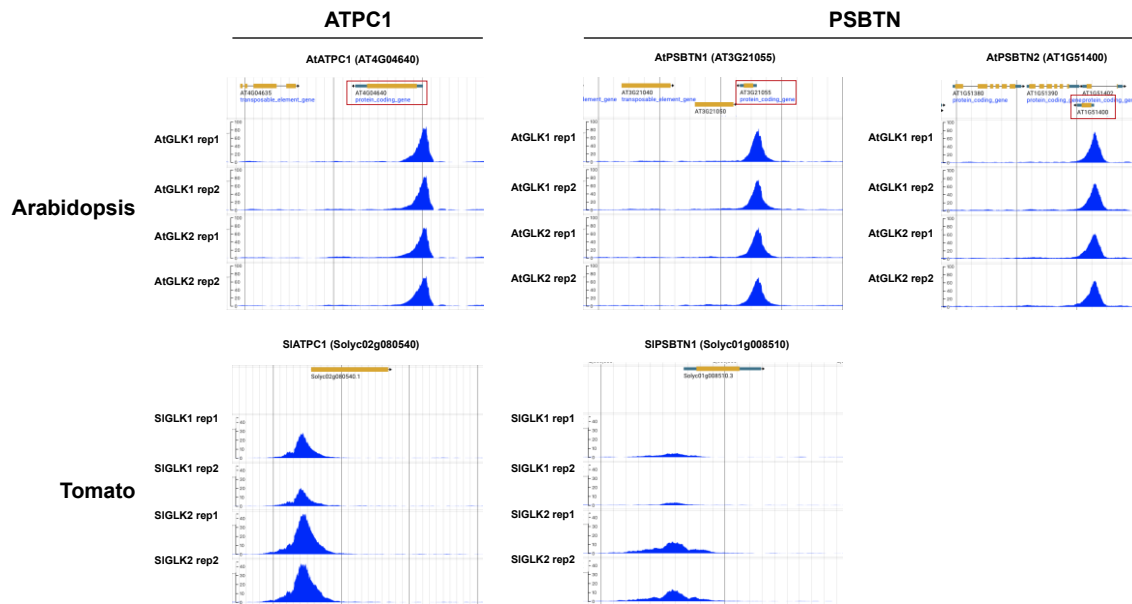

### Supplementary Fig. 9. GLK binding sites in the ATPC1 and PSBTN genes.

Despite the fact that ATPC1 has strong GLK binding sites in both Arabidopsis and tomato, it is only differentially expressed in tomato, suggesting other co-binding TF could compensate for the loss of GLK in Arabidopsis. On the other hand, the two Arabidopsis PSBTN genes have strong GLK binding sites. The tomato PSBTN has a weak GLK binding site. But PSBTN are differentially expressed in the GLK mutants in both species, suggesting that binding strength is not always correlated with transcription regulatory potential of the binding site.

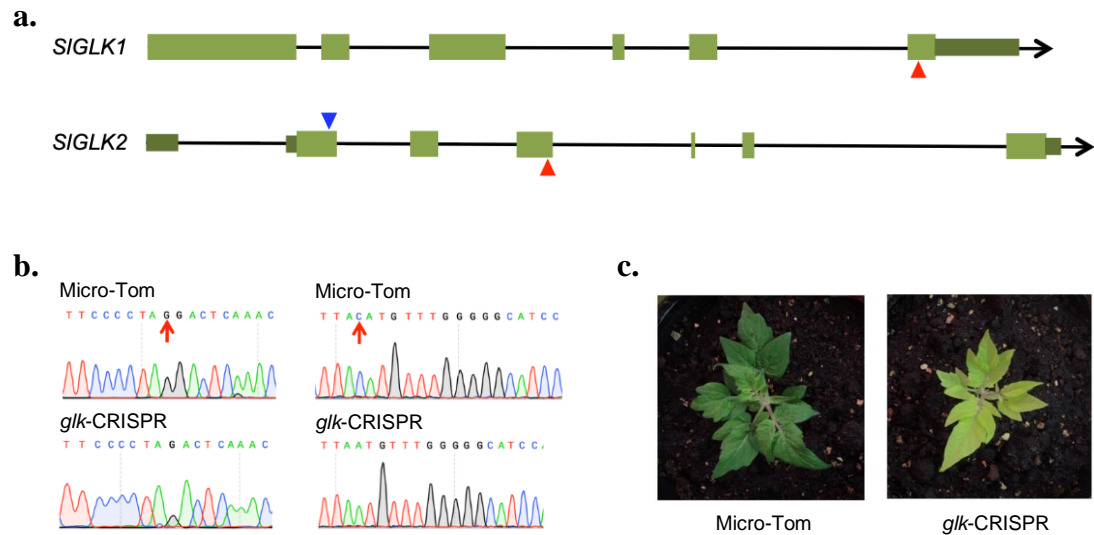

**Supplementary Fig. 10. Characterization of the tomato GLK double mutant. a.** Gene structure of GLK1 and GLK2 in tomato. The blue arrow indicates the GLK2 natural mutation site in the microTom background. The two red arrow indicate the CRISPR guide RNA target sites in GLK1 and GLK2. **b.** The deletions caused by CRISPR in GLK1 and GLK2 loci are confirmed by Sanger DNA sequencing. **c.** Pale-green phenotype of the double mutant and a wild-type microTom as control. Primers used for CRISPR gRNA: SIGLK-crF1(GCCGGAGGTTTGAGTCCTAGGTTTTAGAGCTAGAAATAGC), SIGLK-crR1(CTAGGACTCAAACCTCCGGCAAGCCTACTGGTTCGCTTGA); SIGLK-crF1(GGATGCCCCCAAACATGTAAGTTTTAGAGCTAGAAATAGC), SIGLK-crR2(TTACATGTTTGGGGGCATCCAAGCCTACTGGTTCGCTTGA). Primers used for genotyping: SIGLK1cr-gt-F(CATAGATGCAGCCATTGGAGATG), SIGLK1cr-gt-R(GCATTGCTAGCTGCCTCATTTAA); 2) SIGLK2cr-gt-F(AGCTGAAGCAGCGAGCTTGAAC), SIGLK2cr-gtR(CTTTGATGATGGCAGGGCTTGG).

**Supplementary Table 1. GLK genes used for ChIP-seq.**

| Species     | Gene | ID                    | Epitope Tag | Plant material                       | Vector       |
|-------------|------|-----------------------|-------------|--------------------------------------|--------------|
| Arabidopsis | GLK1 | AT2G20570             | GFP         | <i>glk1/glk2</i> (N9807)             | pK7FWG2      |
| Arabidopsis | GLK2 | AT5G44190             | GFP         | <i>glk1/glk2</i> (N9807)             | pK7FWG2      |
| Tobacco     | GLK1 | Niben251Chr11g0028007 | HA          | <i>N benthamiana</i>                 | pGWB14       |
| Tobacco     | GLK2 | Niben251Chr10g0202013 | HA          | <i>N benthamiana</i>                 | pGWB14       |
| Tomato      | GLK1 | Solyc07g053630        | GFP         | <i>Solanum lycopersicum</i> AC++     | pK7FWG2      |
| Tomato      | GLK2 | Solyc10g008160        | GFP         | <i>Solanum lycopersicum</i> MicroTom | pK7FWG2      |
| Rice        | GLK1 | LOC_Os06g24070        | HA          | <i>Oryza sativa</i> Nipponbare       | pCAMBIA1301  |
| Rice        | GLK2 | LOC_Os01g13740        | HA          | <i>Oryza sativa</i> Nipponbare       | pCAMBIA1301  |
| Maize       | GLK1 | Zm00001d044785        | Biotin      | B73 leaf protoplast (Tu et al. 2020) | p35S-GW-3Avi |
| Maize       | GLK2 | Zm00001d039260        | Biotin      | B73 leaf protoplast (Tu et al. 2020) | p35S-GW-3Avi |

**Supplementary Table 2. Different conserved target identified by the ENCODE2 spp-IDR-TIP ChIP-seq pipeline at high and low stringency.**

| Species     | <i>p</i> -value cut-off | GLK targets | Conserved targets | % of conservation targets |
|-------------|-------------------------|-------------|-------------------|---------------------------|
| Arabidopsis | 0.05                    | 961         | 143               | 14.88%                    |
| Arabidopsis | 0.01                    | 495         | 69                | 13.94%                    |
| Tobacco     | 0.05                    | 743         | 139               | 18.71%                    |
| Tobacco     | 0.01                    | 608         | 87                | 14.31%                    |
| Tomato      | 0.05                    | 837         | 136               | 16.25%                    |
| Tomato      | 0.01                    | 600         | 77                | 12.83%                    |
| Rice        | 0.05                    | 347         | 75                | 21.61%                    |
| Rice        | 0.01                    | 252         | 52                | 20.63%                    |
| Maize       | 0.05                    | 886         | 153               | 17.27%                    |
| Maize       | 0.01                    | 593         | 92                | 15.51%                    |

**Supplementary Table 3. Conservation score of GLK target genes.**

|                    | <b>All GLK<br/>target genes</b> | <b>Photosynthesis<br/>genes targeted by<br/>GLK</b> | <b>Tetrapyrrole<br/>biosynthesis genes<br/>targeted by GLK</b> |
|--------------------|---------------------------------|-----------------------------------------------------|----------------------------------------------------------------|
| <b>Arabidopsis</b> | 0.475625                        | 0.9538462                                           | 0.8545455                                                      |
| <b>Niben</b>       | 0.53159                         | 0.9835616                                           | 0.7444444                                                      |
| <b>Tomato</b>      | 0.4578538                       | 0.9333333                                           | 0.725                                                          |
| <b>Tobacco</b>     | 0.6108434                       | 0.9555556                                           | 0.84                                                           |
| <b>Maize</b>       | 0.4552801                       | 0.95625                                             | 0.88                                                           |

# Supplementary material for: Limited conservation in cross-species comparison of GLK transcription factor binding suggested wide-spread cistrome divergence
**Source:** Nat Commun. 2022 Dec 9;13:7632. doi: 10.1038/s41467-022-35438-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: ENCODE2 QC matrix for the ChIP-seq libraries

File Name: Supplementary Data 2

Description: GLK target genes in Arabidopsis. The differentially expressed  $p$ -val is calculated by DESEQ2 using Wald test and the adjusted  $p$ -val is calculated using the Benjamini-Hochberg method.

File Name: Supplementary Data 3

Description: GLK target genes in tobacco.

File Name: Supplementary Data 4

Description: GLK target genes in tomato. The differentially expressed  $p$ -val is calculated by DESEQ2 using Wald test and the adjusted  $p$ -val is calculated using the Benjamini-Hochberg method

File Name: Supplementary Data 5

Description: GLK target genes in rice

File Name: Supplementary Data 6

Description: GLK target genes in maize

File Name: Supplementary Data 7

Description: GLK motif enrichment analysis in ChIP-seq peaks

File Name: Supplementary Data 8

Description:  $K$ -mer model statistics

File Name: Supplementary Data 9

Description: Top 10  $k$ -mers in  $k$ -mer models

File Name: Supplementary Data 10

Description: List of genes involved in the chloroplast photosynthetic electron transfer chain

File Name: Supplementary Data 11

Description: Orthologous GLK targets in the chlorophyll biosynthesis pathways and their GLK ChIP-seq signal

File Name: Supplementary Data 12

Description: Differentially expressed genes in Arabidopsis *glk1*/*glk2* mutant. The differentially expressed  $p$ -val is calculated by DESEQ2 using Wald test and the adjusted  $p$ -val is calculated using the Benjamini-Hochberg method.

File Name: Supplementary Data 13

Description: Differentially expressed genes in the leaf tissue of tomato *glk1/2* double mutant. The differentially expressed  $p$ -val is calculated by DESEQ2 using Wald test and the adjusted  $p$ -val is calculated using the Benjamini-Hochberg method.

# Supplementary material for: Limited conservation in cross-species comparison of GLK transcription factor binding suggested wide-spread cistrome divergence
**Source:** Nat Commun. 2022 Dec 9;13:7632. doi: 10.1038/s41467-022-35438-4
**Supplement:** Supplementary file 5 — Reporting Summary

# Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

## Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

## Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection.

Data analysis Preprocessing of ChIP-seq and RNA-seq were performed using Bowtie 2 (version 2.3.2), SAMtools (version 1.9), deepTools (version 3.5.1), MACS2 (version 2.2.1), IDR (version 2.0.4.2), PhantomPeakQualTools (version 1.14), HISAT2 (version 2.1.0), HTSeq (version 0.11.0) and DESeq2. Function and motif enrichment analysis were used OrthoFinder (version 2.2.7), agriGO (version 2.0), MAPMAN (version 3.6.0) and HOMOER (version 4.11). The synteny analysis and ks calculation were performed by MCScanX and KaKs\_Calculator (version 2.0). The code of machine learning analyses and downstream data analysis have been deposited to GitHub: <https://github.com/rensabella/GLK-project>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data generated in this study have been deposited in the NCBI database under accession code PRJNA682315 (<https://www.ncbi.nlm.nih.gov/bioproject/PRJNA682315>) and GitHub (<https://github.com/rensabella/GLK-project/tree/main/data>). Source data are provided with this paper. Published data used in the study are from PRJNA518749 (SRR8525119, SRR8525138, SRR8525003 and SRR8525004) and PRJNA743574 (SRR15036576, SRR15036577, SRR15036615 and SRR15036616). The Arabidopsis TF co-binding data is from the plant cistrome database ([http://neomorph.salk.edu/dap\\_web/pages/index.php](http://neomorph.salk.edu/dap_web/pages/index.php)). The Arabidopsis nucleotide diversity data is from the 1001 Genomes database (<https://1001genomes.org/data/GMI-MPI/releases/v3.1/>). The maize 23 tissue gene expression data is from maizeGDB (<https://www.maizegdb.org/expression>).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed.                                                                                    |
| Data exclusions | No data exclusion in the study.                                                                                              |
| Replication     | Two replicates for ChIP-seq. Three replicates for RNA-seq samples.                                                           |
| Randomization   | For all experiments, treatment and control samples were grown side by side, each replicate were performed on separate plant. |
| Blinding        | No blinding used.                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-GFP (#A-11122, ThermoFisher) and anti-HA (#C29F4, Cell Signaling Technology)                                                                                                                                                                                                                                                                                                                                                                                |
| Validation      | Anti-GFP (#A-11122, ThermoFisher):<br>( <a href="https://www.thermofisher.com/antibody/product/GFP-Antibody-Polyclonal/A-11122">https://www.thermofisher.com/antibody/product/GFP-Antibody-Polyclonal/A-11122</a> )<br>Anti-HA (#C29F4, Cell Signaling Technology):<br>( <a href="https://www.cellsignal.com/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724">https://www.cellsignal.com/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724</a> ) |

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

*May remain private before publication.*

Sequencing data have been deposited in the NCBI SRA database under the accession number PRJNA682315 (<https://www.ncbi.nlm.nih.gov/bioproject/PRJNA682315>). The processed data generated are available in GitHub (<https://github.com/rensabella/GLK-project>).

## Files in database submission

## Raw data:

SRR13189558\_1.fastq.gz  
SRR13189558\_2.fastq.gz  
SRR13189559\_1.fastq.gz  
SRR13189559\_2.fastq.gz  
SRR13189560\_1.fastq.gz  
SRR13189560\_2.fastq.gz  
SRR13189561\_1.fastq.gz  
SRR13189561\_2.fastq.gz  
SRR13189562\_1.fastq.gz  
SRR13189562\_2.fastq.gz  
SRR13189563\_1.fastq.gz  
SRR13189563\_2.fastq.gz  
SRR13189564\_1.fastq.gz  
SRR13189564\_2.fastq.gz  
SRR13189569\_1.fastq.gz  
SRR13189569\_2.fastq.gz  
SRR13189579\_1.fastq.gz  
SRR13189579\_2.fastq.gz  
SRR13189580\_1.fastq.gz  
SRR13189580\_2.fastq.gz  
SRR13189581\_1.fastq.gz  
SRR13189581\_2.fastq.gz  
SRR13189582\_1.fastq.gz  
SRR13189582\_2.fastq.gz  
SRR15036576\_1.fastq.gz  
SRR15036576\_2.fastq.gz  
SRR15036577\_1.fastq.gz  
SRR15036577\_2.fastq.gz  
SRR15036615\_1.fastq.gz  
SRR15036615\_2.fastq.gz  
SRR15036616\_1.fastq.gz  
SRR15036616\_2.fastq.gz  
SRR8525003\_1.fastq.gz  
SRR8525003\_2.fastq.gz  
SRR8525004\_1.fastq.gz  
SRR8525004\_2.fastq.gz  
SRR8525119\_1.fastq.gz  
SRR8525119\_2.fastq.gz  
SRR8525138\_1.fastq.gz  
SRR8525138\_2.fastq.gz

## Bigwig files:

SRR13189558.bw  
SRR13189559.bw  
SRR13189560\_rmdup.bw  
SRR13189561\_rmdup.bw  
SRR13189562\_rmdup.bw  
SRR13189563\_rmdup.bw  
SRR13189564\_rmdup.bw  
SRR13189569\_rmdup.bw  
SRR13189579.bw  
SRR13189580.bw  
SRR13189581\_rmdup.bw  
SRR13189582\_rmdup.bw  
SRR15036576\_rmdup.bw  
SRR15036577\_rmdup.bw  
SRR15036615\_rmdup.bw  
SRR15036616\_rmdup.bw  
SRR8525003.bw  
SRR8525004.bw  
SRR8525119.bw

SRR8525138.bw

Peak files:

SRR13189558\_sub\_peaks.narrowPeak  
 SRR13189559\_sub\_peaks.narrowPeak  
 SRR13189560\_sub\_peaks.narrowPeak  
 SRR13189561\_sub\_peaks.narrowPeak  
 SRR13189562\_sub\_peaks.narrowPeak  
 SRR13189563\_sub\_peaks.narrowPeak  
 SRR13189564\_sub\_peaks.narrowPeak  
 SRR13189569\_sub\_peaks.narrowPeak  
 SRR13189579\_sub\_peaks.narrowPeak  
 SRR13189580\_sub\_peaks.narrowPeak  
 SRR13189581\_sub\_peaks.narrowPeak  
 SRR13189582\_sub\_peaks.narrowPeak  
 SRR15036576\_sub\_peaks.narrowPeak  
 SRR15036577\_sub\_peaks.narrowPeak  
 SRR15036615\_sub\_peaks.narrowPeak  
 SRR15036616\_sub\_peaks.narrowPeak  
 SRR8525003\_sub\_peaks.narrowPeak  
 SRR8525004\_sub\_peaks.narrowPeak  
 SRR8525119\_sub\_peaks.narrowPeak  
 SRR8525138\_sub\_peaks.narrowPeak

Genome browser session  
(e.g. [UCSC](http://www.epigenome.cuhk.edu.hk/jbrowse2/))

<http://www.epigenome.cuhk.edu.hk/jbrowse2/>

## Methodology

Replicates

For the five species' GLK1 and GLK2 ChIP-seq peak calling, two replicates were used.

Sequencing depth

5-20 million reads per sample were obtained for Arabidopsis ChIP-seq; PE;  
 20-30 million reads per sample were obtained for tomato ChIP-seq; PE;  
 10-15 million reads per sample were obtained for tobacco ChIP-seq; PE;  
 4-8 million reads per sample were obtained for rice ChIP-seq; PE;  
 30-40 million reads per sample were obtained for maize ChIP-seq; PE;  
 20-40 million reads per sample were obtained for Arabidopsis RNA-seq; PE;  
 20-40 million reads per sample were obtained for tomato RNA-seq; PE.

Antibodies

Anti-GFP (#A-11122, ThermoFisher) and anti-HA (#C29F4, Cell Signaling Technology)

Peak calling parameters

```
macs2 callpeak --call-summits -f BAMPE -g "effective genome size" -t -c
idr --samples --input-file-type narrowPeak --rank signal.value --idr-threshold 0.01 --output-file
```

Data quality

Replicate1 NSC1 RSC1 FRiP1 Replicate2 NSC2 RSC2 FRiP2 Correlation  
 at\_g1\_rep1 1.12 1.26 0.3718062 at\_g1\_rep2 1.1 1.25 0.3565357 0.9952  
 at\_g2\_rep1 1.09 1.27 0.4294187 at\_g2\_rep2 1.08 1.27 0.4243385 0.9951  
 nben\_g1\_rep1 1.73 1.17 0.1142368 nben\_g1\_rep2 1.83 1.2 0.1158178 0.9976  
 nben\_g2\_rep1 1.77 1.39 0.06215453 nben\_g2\_rep2 2 1.69 0.03483229 0.8912  
 sl\_g1\_rep1 1.25 1.08 0.2258678 sl\_g1\_rep2 1.16 1.1 0.1723397 0.9877  
 sl\_g2\_rep1 1.35 1.06 0.2991488 sl\_g2\_rep2 1.38 1.06 0.3008416 0.9987  
 sl\_fruit\_g1\_rep1 1.21 1.18 0.4248145 sl\_fruit\_g1\_rep2 1.22 1.17 0.4283253 0.9985  
 sl\_fruit\_g2\_rep1 1.21 1.23 0.3006065 sl\_fruit\_g2\_rep2 1.21 1.2 0.3014485 0.9981  
 rice\_g1\_rep1 1.17 1.17 0.1886353 rice\_g1\_rep2 1.17 1.23 0.1873289 0.9957  
 rice\_g2\_rep1 1.4 1.13 0.08994993 rice\_g2\_rep2 1.3 1.18 0.0562373 0.9744  
 zm\_g1\_rep1 1.3 1.6 0.07563139 zm\_g1\_rep2 1.94 1.06 0.1370594 0.8804  
 zm\_g2\_rep1 2.57 1.11 0.247976 zm\_g2\_rep2 1.31 1.08 0.06968715 0.9498  
 (Also in Supplementary Data 2)

Software

Bowtie 2 (version 2.3.2),  
 SAMtools (version 1.9),  
 deepTools (version 3.5.1),  
 MACS2 (version 2.2.1),  
 IDR (version 2.0.4.2),  
 PhantomPeakQualTools (version 1.14),  
 HISAT2 (version 2.1.0),  
 HTSeq (version 0.11.0),  
 DESeq2,  
 agriGO (version 2.0),  
 MAPMAN (version 3.6.0),  
 HOMOER (version 4.11),  
 OrthoFinder (version 2.2.7),  
 MCSscanX,

How the deposited data were processed for this re-analysis (not part of the article)

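The samples are 20 ChIP-seq libraries of GLK1 and GLK2 from leaves of 5 species (leaf protoplasts in maize), with 2 biological replicates of each TF in each species. According to the paper's methods, the authors mapped the reads with Bowtie 2, kept reads of sufficient mapping quality and removed duplicates with SAMtools, and called peaks for each library with MACS2 against a control, which they do not identify, and with summits called. The deposited lists hold 1 line per summit: a window of 150 bp, the fold change over the control at the summit, the −log10 of the p value, the −log10 of the q value and the offset of the summit. The score column of the deposited lists is the authors' MACS2 score and was not used. These values are the authors', and no read was mapped or counted here. Tests of peak groups compared fold changes within a list, except in the alternative that takes the mean of both GLK1 replicates. Fold changes of different lists were set against each other in the IDR step, in the correlations and at single loci or clusters. The depth of a library is not in a peak list, and the paper gives only a range of reads per species, so differences in list length between libraries cannot be separated from depth.

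Replicates were compared by the share of summit windows that overlap by 1 bp or more, with 100 circular shifts of the summits along each sequence as the chance level. Reproducible peaks were called with an implementation of the IDR copula mixture written in Python, with start values of 0.1, 1, 0.2 and 0.5 for mu, sigma, rho and the reproducible share. Overlapping windows of both replicates were merged, their fold changes summed per replicate, and peaks at an IDR of 0.01 or less kept. It was tested on simulated data with the list lengths of Arabidopsis GLK1, tomato GLK2 and rice GLK2. Over these lengths and 2 settings of the simulated signal, between 1.06% and 1.29% of the calls were false, and between 70.8% and 76.6% of the reproducible windows were recovered. The simulated signal, with a mu of 2 or 2.5, was stronger than that fitted to any pair of deposited lists (0.832 to 1.87), so the recovery in those lists is not known from this test. A permutation test on the difference in medians gave p under 0.05 in 4.4% of 500 simulated sets without a difference. Peaks of GLK1 and GLK2 count as overlapping when their windows share 1 bp or more. Shares have 95% Wilson intervals. The strength of peak groups was compared within each library by a two-sided permutation test with 100000 resamples on the median log2 fold change, with Benjamini-Hochberg adjustment over the 20 libraries for shared against unique peaks. Correlations use log2 fold changes across peaks found in all 4 libraries of a species.

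Sequences, genes and motifs were analysed for Arabidopsis alone, with the TAIR10 chromosomes and the RefSeq annotation, whose chromosome lengths no deposited peak exceeds. RGATTYY was searched on both strands of the 150 bp summit windows and of windows 1 kb to either side, and compared by two-sided Fisher's exact tests. A gene counts as a target when GLK1 and GLK2 each have a summit in the 1.5 kb upstream of its transcriptional start site. The signal values of Fig. 3b, Fig. 5b and Fig. 5c and of Supplementary Data 2 were joined to peaks by their value, with a relative tolerance of 1e-05, and a value that matched no peak or several was left out. Supplementary Data 2 was at hand for 798 of 960 genes and the maize part of Fig. 5b only in part, and no set test was run on either. The genes named are those that the text or a figure of the paper names with a peak, a rank or a plotted region, those of the chlorophyll pathway in Fig. 3b and the strongest peaks of each TF. The values in the paper's tables had been seen when this rule was written.

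The alternatives set before the data were examined were an IDR of 0.05, overlap of replicates without IDR, a filter on a fold change and a −log10 q of at least 5, the highest summit per peak region, the largest instead of the summed fold change, summits within 75 bp, each replicate left out, other background windows, window lengths and motifs, other promoter lengths, the −log10 q as signal and one value per gene. The closing section gives their effect and names those added later. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Tomato fruit, ZmGLK1 in Arabidopsis, ATAC-seq and RNA-seq data were not analysed here.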

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

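Every test in this part was chosen after the result was seen. These signals lie in peaks that the paper does not discuss.

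The maize GLK1 lists hold peaks on the mitochondrial sequence, 663 in replicate 1 (9.15% of the list) and 618 in replicate 2 (11.8%), with a median fold change of 28.0 and 25.4 where the nuclear peaks have 7.17 and 6.39. Of the 1327 maize GLK1 peaks at an IDR of 0.01, 428 are mitochondrial, and all 428 are among the 792 GLK1-only peaks. GLK2 replicate 1 has 29 such peaks and GLK2 replicate 2 has 0, which argues against organelle reads alike in every maize library. The lists of the other 4 species hold no peaks on sequences named as organelles. A peak list does not tell whether organelle sequences were mapped or kept there, so those species give no contrast with maize. More mitochondrial DNA in the GLK1 libraries than in their control stays open. Of the replicate 1 summits, 23.8% lie within 20 bp of a replicate 2 summit, against 4.47% after random shifts and 9.35% at most, but recurring places may also come from how well reads can be aligned, so the test cannot settle it. The peaks are spread over 271 of 554 stretches of 1 kb (48.9%). No biological explanation was tested.

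In tobacco and maize, clusters of neighbouring summits of 1 TF hold some of the strongest peaks of its lists and have no or weak peaks of the other TF. For tobacco GLK1 these are 4 summits on chromosome 11 from 2810299 to 2813541, with a fold change of up to 803.6 in replicate 1 and 828.4 in replicate 2, and for tobacco GLK2 4 and 5 summits on chromosome 10 from 20253445 to 20258089, with up to 853.2 and 874.04. In maize they are 6 summits on chromosome 9 from 2408381 to 2409989 in GLK1 replicate 1, with up to 6078, and 7 in replicate 2 that reach 2410947, with up to 5767 and a weakest one of 3.45, and 6 and 6 summits on chromosome 3 from 751205 to 754459 for GLK2, with up to 11725 and 2868. A region with high fold changes in every library of the species is argued against by the values of the other TF, whose highest fold change in the maize GLK1 cluster is 12.7 and which has no summit in the remaining clusters. DNA of the expressed construct read at the gene it came from may give such peaks, and the identifiers of the tobacco genes in Supplementary Table 1 name chromosome 11 for GLK1 and chromosome 10 for GLK2. The paper used agroinfiltration in tobacco and leaf protoplasts in maize, but transgenic plants in Arabidopsis, the only species with a gene annotation here. A test in Arabidopsis therefore cannot decide this for the tobacco and maize clusters. There, 5 of 6 summits of the GLK2 libraries in the GLK2 gene (AT5G44190) lie in exons, which make up 65.0% of it (one-sided binomial test, exact p = 0.319). These are also too few summits to decide. Over both GLK genes it is 8 of 9 summits of the TF of that gene and 3 of 3 of the other TF. The summits in the GLK2 gene reach a fold change of only 4.07, so Arabidopsis has no cluster like those of tobacco and maize. No biological explanation was tested.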

How the results depend on the processing

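The alternatives chosen only after the data were seen are the signal floor of Fig. 5b, the removal of organelle sequences, genes of all types, the mean of both GLK1 replicates and, for conserved against species-specific peaks, the removal of photosynthesis genes. Unless a sentence says otherwise, the cause of a change was not tested. Of 219 alternatives of 28 tested results, 209 kept the direction and the side of the 0.05 threshold, 3 lost it, 5 gained it and 2 reversed. Of all 521 alternatives of 70 results, 289 were counted as unchanged. Tested results had to keep the direction and the side of the threshold, and numbers of peaks or genes to stay within 1.5 times. Overlap shares had to stay within the 95% interval of the main value. Replicate agreement and correlations had to stay within the SD over replicates or pairs of libraries. For motif enrichment, the 3 other species with conserved against species-specific peaks, photosynthesis genes and expression, every alternative tried kept the direction and the side of the threshold, with odds ratios from 1.10 to 4.24 for the motif.

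With the filter on a fold change and a −log10 q of at least 5, the replicate agreement became 76.9% and 79.8% for Arabidopsis GLK1 and GLK2, 76.2% for tobacco GLK1 and 77.4% for tomato GLK2. The IDR peaks fell to 513 and 466 in Arabidopsis, 3492 and 2806 in tobacco, 3457 and 6335 in tomato and 295 for rice GLK1, since fewer peaks enter. The share of GLK1 peaks overlapping GLK2 was 60.6% in Arabidopsis, 51.3% in tobacco, 82.1% in tomato and 30.5% in rice, and that of GLK2 peaks 66.7% in Arabidopsis. Of the peaks of 1 TF only, 86.8% in Arabidopsis, 83.1% in tobacco, 86.3% of the tomato GLK2-only peaks, 59.4% in rice and 53.2% in maize had a peak in a library of the other TF. The rank correlation of GLK1 and GLK2 was 0.608 in Arabidopsis, 0.841 in rice and 0.194 in maize, and there were 210.0 target genes. The shared minus GLK1-only difference of maize GLK1 replicate 2 was 0.14 and lost the threshold (permutation test, p = 0.0509). Rice GLK2 gave no strength test under this filter, with fewer than 3 peaks not shared.

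With summits within 75 bp, a stricter overlap by construction, the replicate agreement was 55.1% and 56.6% in Arabidopsis, 59.1% and 42.1% in tobacco, 56.7% for tomato GLK2 and 38.3% for rice GLK1. The share of GLK1 peaks overlapping GLK2 was 63.8% in Arabidopsis, 43.1% in tobacco, 72.2% in tomato and 29.2% in maize, and that of GLK2 peaks 53.1%, 56.5%, 41.3%, 90.5% and 25.1% in Arabidopsis, tobacco, tomato, rice and maize. Of the peaks of 1 TF only, 84.9% in Arabidopsis, 69.5% in tobacco, 77.5% and 78.2% of the tomato GLK1-only and GLK2-only peaks, 42.1% in rice and 43.6% in maize had a peak of the other TF. The overlap of full MACS2 intervals was not run, because the lists hold only 150 bp windows.

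At an IDR of 0.05 there were 2973 and 4256 peaks in Arabidopsis, 6970 for tobacco GLK2, 10113 for tomato GLK1 and 2172 for rice GLK1, and 1317 target genes. The GLK1 share was 74.8% in Arabidopsis, 54.9% in tobacco, 76.1% in tomato, 7.18% in rice and 45.9% in maize, and the GLK2 share 52.3%, 60.0% and 47.8% in Arabidopsis, tobacco and tomato. Of the peaks of 1 TF only, 91.2% in Arabidopsis, 76.7% in tobacco, 83.7% and 82.0% in tomato (GLK1-only and GLK2-only), 43.4% in rice and 54.5% in maize had a peak of the other TF. The rank correlation of GLK1 and GLK2 was 0.619 in Arabidopsis, 0.506 in tobacco, 0.681 in rice and 0.342 in maize. The strength difference of maize GLK1 replicate 2 fell to 0.052 (permutation test, p = 0.335), and that of rice GLK2 replicate 1, at 0.96, passed the threshold (permutation test, p = 0.0497).

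With only the highest summit of each peak region there were 2684 and 3830 peaks in Arabidopsis and 767 for maize GLK1, and 1297 target genes. The GLK1 share was 78.6% in Arabidopsis, 52.0% in tobacco, 75.9% in tomato, 8.84% in rice and 59.8% in maize, and the GLK2 share in tomato 52.0%. Of the peaks of 1 TF only, 88.6% in Arabidopsis, 82.7% in tobacco, 75.0% and 82.7% in tomato and 77.1% in maize had a peak of the other TF, and the rank correlation was 0.629 in Arabidopsis, 0.716 in rice and 0.311 in maize. With the largest instead of the summed fold change of merged windows, 3210.0 and 4979 peaks passed in Arabidopsis.

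Without the IDR step, every pair of overlapping windows counts, and there were 9628 and 15171 peaks in Arabidopsis, 14923 and 20753 in tobacco, 27719 and 33619 in tomato, 9020.0 and 1245 in rice and 3364 and 5123 in maize, with 4489 target genes. The GLK1 share was 84.3% in Arabidopsis, 65.0% in tobacco, 68.7% in tomato and 54.2% in maize, and the GLK2 share 53.7%, 46.8%, 57.1% and 70.4% in Arabidopsis, tobacco, tomato and rice. Of the peaks of 1 TF only, 52.3% in Arabidopsis, 39.6% in tobacco, 52.6% and 52.5% in tomato, 24.2% in rice and 40.1% in maize had a peak of the other TF. The rank correlation of GLK1 and GLK2 was 0.703, 0.599, 0.660, 0.648 and 0.481 in Arabidopsis, tobacco, tomato, rice and maize. Over all merged windows, the GLK1 replicates gave 0.713, 0.850, 0.728, 0.587 and 0.767 in the same order. The GLK2 replicates gave 0.695, 0.671, 0.808, 0.510 and 0.734. These replicate values use summed fold changes and another set of windows, so they are not strictly comparable with those between TFs. With more peaks not shared, the rice GLK2 differences passed the threshold, at 0.75 (permutation test, p = 1e-05, the smallest it can give) and 0.084 (p = 0.0388, same test).

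With the signal floor of Fig. 5b, 3440.0 and 6497 peaks remained in tomato, the GLK1 share was 60.7% in Arabidopsis and 82.0% in tomato, the GLK2 share 62.6% and 43.6%, and 97.0% in Arabidopsis and 91.1% and 92.7% in tomato of the peaks of 1 TF only had a peak of the other TF. Without organelle sequences, maize GLK1 had 748 peaks, of which 63.1% overlapped GLK2, the GLK2 share was 30.8%, and 74.5% of the peaks of 1 TF only had a peak of the other TF. With peaks in 1 or more replicates of each TF, the rank correlation was 0.620 in Arabidopsis, 0.435 in tobacco and 0.184 in maize. Without photosynthesis genes, the difference between conserved and species-specific Arabidopsis peaks in GLK1 replicate 1 was 0.11 (permutation test, p = 0.372).

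When a replicate is left out, the list of the other one enters as deposited, without the IDR step, which by construction makes it longer. The ranges over the replicates left out were 13934 to 15576 peaks for Arabidopsis GLK1, 22143 to 22900.0 for Arabidopsis GLK2, 21383 to 22032 and 33237 to 47178 for tobacco, 38527 to 55028 and 53600.0 to 55771 for tomato, 14656 to 23003 and 1809 to 6168 for rice, and 5224 to 7246 and 6778 to 13841 for maize. The GLK1 share ranged from 13.2% to 97.4% in Arabidopsis, 17.3% to 91.5% in tobacco, 20.2% to 95.8% in tomato, 0.522% to 55.4% in rice and 15.0% to 62.6% in maize, and the GLK2 share from 7.45% to 95.0%, 12.4% to 85.4%, 12.6% to 91.2%, 9.31% to 99.1% and 6.39% to 69.7%. Of the tomato GLK1-only peaks, 61.9% to 67.5%, and of the GLK2-only peaks 63.9% to 64.9%, had a peak of the other TF. The settings that make such a share 0 by construction were left out. The rank correlation of GLK1 and GLK2 ranged from 0.692 to 0.700 in Arabidopsis, 0.580 to 0.608 in tobacco, 0.629 to 0.643 in tomato, 0.555 to 0.645 in rice and 0.465 to 0.514 in maize, and the target genes from 970.0 to 1123. For maize GLK1 replicate 2, the strength difference ranged from −0.36 (without GLK2 replicate 1, and the same without GLK2 replicate 2) to 1.16 (without GLK1 replicate 1). For rice GLK1, which kept its direction and the side of the threshold, it ranged from 0.38 (without GLK2 replicate 2) to 3.26 (without GLK1 replicate 2) in replicate 1, and from 0.29 (without GLK2 replicate 2) to 3.08 (without GLK1 replicate 1) in replicate 2, and for maize GLK1 replicate 1 from 0.11 (without either GLK2 replicate) to 1.43 (without GLK1 replicate 2). For rice GLK2 it passed the threshold, at 1.26 in replicate 1 (without GLK2 replicate 2) and 0.68 in replicate 2 (without GLK2 replicate 1).

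No paired analysis was possible because the peak lists carry no numbers that pair GLK1 with GLK2 libraries. The effect of depth was not tested, since the lists hold no read counts. The shortest list, rice GLK2 replicate 2, has 1809 peaks, and a peak missing from it says little about binding.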

Differences from the paper's values

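The alternatives named here as set before the data were examined were planned. The signal floor of Fig. 5b was chosen only after the values were seen.

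For tomato leaf the paper gives 3472 GLK1 peaks and 6562 GLK2 peaks at an IDR of 0.01, where the lists gave 6434 and 11244. The paper gives 2815 GLK1 peaks that overlap GLK2 and 657 that do not, where the lists gave 5036 and 1398. Of the alternatives set before the data were examined, the filter on a fold change and a −log10 q of at least 5 comes within 1.5 times of the paper for all 4 values (3457, 6335, 2837 and 620.0), and IDR 0.05, the highest summit per peak region, the largest fold change of merged windows, summits within 75 bp, overlap without IDR and each replicate left out do not, where they apply. The signal floor of Fig. 5b, chosen after the values were seen, also does (3440.0, 6497, 2821 and 619). This floor is the lowest tomato signal in the source data of Fig. 5b, so it drops none of the signals listed there by construction. Neither setting does so for the Arabidopsis target genes, of which the paper gives 960, with 210.0 under the filter and 611 with the signal floor. The lists gave 684, within 1.5 times of the paper, as do IDR 0.05 (1317), 500 bp downstream included (929), the highest summit per peak region (1297), each replicate left out (970.0 to 1123) and genes of all types (837, chosen after the values were seen). A promoter of 1 kb (528) and overlap without IDR (4489) do not. A number near the paper's does not mean the same genes. The paper's targets include LHCA1, HEMA1 and CHLH, whose summits lie inside the gene in the annotation used here. The rule behind the 684 genes does not count such summits.

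The paper's Pearson r between GLK1 and GLK2 in Supplementary Fig. 3 is on read coverage and the r here on fold changes at summits. It is about 0.91 in Arabidopsis, read by eye from Supplementary Fig. 3, against 0.777 here, about 0.73 in tobacco (Supplementary Fig. 3) against 0.613, about 0.90 in tomato (Supplementary Fig. 3) against 0.742 and about 0.45 in maize (Supplementary Fig. 3) against 0.330. In rice the value here, 0.892, matches that of the figure. A value is taken as reaching the paper's when it lies no further from it, on either side, than the SD over the 4 pairs of libraries of that species, which is 0.00507 in Arabidopsis, 0.0216 in tobacco, 0.0107 in tomato and 0.0554 in maize. For Arabidopsis and tomato no alternative reached the paper's value. For tobacco, overlap without IDR (0.712) and leaving out GLK1 replicate 2 (0.709) or GLK2 replicate 2 (0.728) did, and the others did not. For maize, IDR 0.05 (0.417) and leaving out GLK2 replicate 2 (0.489) did, and the others did not.

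The paper states that GGATTTT is the highest-ranking k-mer of its AtGLK1 model and that the top k-mers of the models often match RGATTYY. In the 7-mer count of the Arabidopsis lists, which is another method, ACACGTG ranked first and none of the 10 highest held GATT, and GGATTTT was at rank 22 for GLK1 (9.79% of windows against 3.83% beside them) and 27 for GLK2. RGATTYY itself was enriched, with an odds ratio of 2.09 for GLK1.

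The paper describes Fig. 5b as an average signal of AtGLK1 and AtGLK2 on a log 10 scale. Of the 504 Arabidopsis values, 493 equal the natural logarithm of the mean over both GLK1 replicates at a single peak.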

Other observations

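All tests of the G-box and of the conserved genes in this part were chosen after the results were seen.

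The G-box core CACGTG led the 7-mers of the Arabidopsis summit windows. The k-mers of the paper's models in Supplementary Data 9 were not analysed here, and the paper names GBF TFs among the top contributors in Fig. 7e. CACGTG was in 20.8% of the GLK1 and 15.9% of the GLK2 summit windows in promoters, against 1.73% and 1.64% of promoter windows at the same distance from the start site of genes without a peak (odds ratios of 14.9 and 11.4), which argues against the place of the peaks near start sites as the explanation. It was more frequent in strong than in weak peaks, from 12.1% of the GLK1 peaks below the lower quartile of fold change to 25.8% above the upper quartile, and from 9.68% to 20.0% for GLK2, which argues against weak or background peaks. Another factor bound beside GLK may account for it. Windows with RGATTYY held CACGTG in 20.1% of cases for GLK1 (95% Wilson interval 17.2 to 23.2) and windows without it in 17.4% (15.2 to 19.9; Fisher's exact test, p = 0.181), and for GLK2 in 14.8% and 13.2% (p = 0.299, same test). A peak list of 1 TF cannot settle which protein binds there.

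The difference between conserved and species-specific Arabidopsis peaks may come mostly from photosynthesis genes. Without these genes it was 0.11 in GLK1 replicate 1, 0.27 in GLK1 replicate 2, and 0.20 and 0.15 in the GLK2 replicates. In 10000 random removals of as many peaks, 0 gave a difference as low in any library (lowest 0.22, 0.41, 0.31 and 0.27). This shows only that the number of peaks removed does not account for the fall. Photosynthesis peaks were the stronger ones (median 38.1 against 9.40 in GLK1 replicate 1), and 40 of those removed were conserved and 6 species-specific. Removing them was therefore bound to lower the difference, so the random removals are no separate support. Whether photosynthesis genes make up the whole of the difference stays open. In GLK1 replicate 2 the remaining difference passed 0.05 (permutation test, p = 0.0136), as it did in both GLK2 replicates (p = 0.0195 and 0.0198, same test), and in GLK1 replicate 1 it did not (p = 0.372). Whether conserved peaks are stronger among the photosynthesis genes themselves also stays open. The removal does not test the paper's hypothesis that non-conserved targets acquired GLK binding recently.

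The 3 peaks with the highest mean rank over both replicates of each TF are given here with their fold change in replicate 1. In Arabidopsis, after the peak at CAB1, they are for GLK1 a summit on chromosome 5 at 6739586 between AT5G19930 and AT5G19940 (163.7) and one on chromosome 4 at 7521347 in PSAL (147.0), and for GLK2 one on chromosome 3 at 5812835, 55 bp upstream of HCF107 (83.6), and the one in PSAL (77.8). In tobacco, apart from the clusters of 1 TF, they are on chromosome 10 at 26196696 for GLK1 (786.9) and at 26196654 for GLK2 (487.03) and on chromosome 2 at 53217434 for GLK1 (526.5). In tomato they are for GLK1 on chromosome 2 at 42315613 (827.3), chromosome 5 at 3489871 (653.9) and chromosome 9 at 60302831 (613.6), and for GLK2 on chromosome 11 at 36590034 (1175), chromosome 6 at 41063629 (1051) and chromosome 2 at 37353982 (868.7). In rice, beside that at CHLH, they are on chromosome 3 at 28686726 for GLK1 (746.3) and 28686741 for GLK2 (843.8), chromosome 7 at 22487337 for GLK1 (395.1) and chromosome 6 at 8704613 for GLK2 (328.1). Those of maize all lie in its clusters of 1 TF.

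Of the peaks matched to the values of Fig. 5b, 126 of 159 in rice (79.2%) passed an IDR of 0.01 here and 96.9% an IDR of 0.05. In the part of the maize values at hand, 52 of 102 (51.0%) passed 0.01 and 65.7% passed 0.05. In the other 3 species every matched peak passed 0.01. In the source data of Fig. 3b, 3 of the 4 HEMF values of tomato and both of rice equal values of the protochlorophyllide reductase genes, and HEMG and CRD1 of tomato share 1 value.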
